# The Substrates of Nonsense-Mediated mRNA Decay in *Caenorhabditis elegans*

**DOI:** 10.1534/g3.117.300254

**Published:** 2017-11-09

**Authors:** Virginia S. Muir, Audrey P. Gasch, Philip Anderson

**Keywords:** Nonsense-mediated mRNA decay (NMD), UPF1/SMG-2, RNA-Seq, *C. elegans*, post-transcriptional gene regulation

## Abstract

Nonsense-mediated mRNA decay (NMD) is a conserved pathway that strongly influences eukaryotic gene expression. Inactivating or inhibiting NMD affects the abundance of a substantial fraction of the transcriptome in numerous species. Transcripts whose abundance is altered in NMD-deficient cells may represent either direct substrates of NMD or indirect effects of inhibiting NMD. We present a genome-wide investigation of the direct substrates of NMD in *Caenorhabditis elegans*. Our goals were (i) to identify mRNA substrates of NMD and (ii) to distinguish those mRNAs from others whose abundance is indirectly influenced by the absence of NMD. We previously demonstrated that Upf1p/SMG-2, the central effector of NMD in all studied eukaryotes, preferentially associates with mRNAs that contain premature translation termination codons. We used this preferential association to distinguish direct from indirect effects by coupling immunopurification of Upf1/SMG-2 with high-throughput mRNA sequencing of NMD-deficient mutants and NMD-proficient controls. We identify 680 substrates of NMD, 171 of which contain novel spliced forms that (i) include sequences of annotated introns and (ii) have not been previously documented in the *C. elegans* transcriptome. NMD degrades unproductively spliced mRNAs with sufficient efficiency in NMD-proficient strains that such mRNAs were not previously known. Two classes of genes are enriched among the identified NMD substrates: (i) mRNAs of expressed pseudogenes and (ii) mRNAs of gene families whose gene number has recently expanded in the *C. elegans* genome. Our results identify novel NMD substrates and provide a context for understanding NMD’s role in normal gene expression and genome evolution.

Nonsense-mediated mRNA decay (NMD) is a post-transcriptional surveillance system that influences gene expression in eukaryotes by recognizing and degrading transcripts containing premature translation termination codons (PTCs) [reviewed in Schweingruber *et al.* (2013) and Lykke-Andersen and Jensen (2015)]. NMD contributes to the fidelity and precision of gene expression by eliminating aberrant mRNAs that, for varying reasons, are not translatable through the normal open reading frame. Previously described NMD substrates include unproductively spliced mRNAs (Morrison *et al.* 1997; Mitrovich and Anderson 2000; Lewis *et al.* 2003), mRNAs of expressed pseudogenes (Mitrovich and Anderson 2005), mRNAs of unproductively rearranged T-cell receptor and immunoglobulin genes (Gudikote and Wilkinson 2002), mRNAs with long 3′-untranslated regions (Kebaara and Atkin 2009) or upstream open reading frames (Mendell *et al.* 2004), mRNAs of snoRNA host genes (Lykke-Andersen *et al.* 2014), and mRNAs of transposons (Mendell *et al.* 2004) and viruses (Balistreri *et al.* 2014; Garcia *et al.* 2014). NMD was first discovered by its effects on β-globin mRNA of patients with β^0^-thalassemia (Baserga and Benz 1988), but it influences expression of a remarkably large fraction of the transcriptome in normal cells. Studies of many species demonstrate that between 4 and 25% of protein-coding genes exhibit altered expression when NMD is reduced or eliminated (He *et al.* 2003; Mendell *et al.* 2004; Rehwinkel *et al.* 2005; Metzstein and Krasnow 2006; Wittmann *et al.* 2006; Ramani *et al.* 2009; Yepiskoposyan *et al.* 2011; Rayson *et al.* 2012). Messenger RNAs with elevated abundance in NMD-deficient cells encode proteins involved in a wide variety of cellular processes, including RNA-processing (Ramani *et al.* 2009), translation (He *et al.* 2003; Rehwinkel *et al.* 2006), intracellular transport (He *et al.* 2003), amino acid metabolism (Mendell *et al.* 2004), DNA repair (Rehwinkel *et al.* 2006), and cell membrane dynamics (Guan *et al.* 2006).

A persistent complication of many such studies is that altered expression of any single gene in NMD-deficient cells could be due either to a direct effect, in which mRNAs of the affected gene are substrates of NMD, or to indirect effects, in which altered expression of the many substrates of NMD have indirect consequences on expression of other genes. Indeed, previous studies suggest that only a subset of mRNAs whose abundance is altered in NMD-deficient cells are NMD substrates (He *et al.* 2003; Mendell *et al.* 2004; Rehwinkel *et al.* 2005; Guan *et al.* 2006; Metzstein and Krasnow 2006; Wittmann *et al.* 2006; Johansson *et al.* 2007; Ramani *et al.* 2009; Yepiskoposyan *et al.* 2011; Rayson *et al.* 2012; Tani *et al.* 2012; Hurt *et al.* 2013; Matia-Gonzalez *et al.* 2013; Chapin *et al.* 2014; Schmidt *et al.* 2015). One of three different strategies has generally been employed to establish whether a transcript is a direct substrate of NMD: (i) isolating RNAs that copurify with UPF1/SMG-2 (Johansson *et al.* 2007; Hurt *et al.* 2013; Matia-Gonzalez *et al.* 2013); (ii) measuring mRNA half-lives after inactivation or inhibition of NMD, followed by monitoring immediate *vs.* delayed effects on expression (Guan *et al.* 2006; Tani *et al.* 2012; Schmidt *et al.* 2015); and (iii) measuring changes in mRNA abundance following reactivation of NMD (Maderazo *et al.* 2003; Johansson *et al.* 2007; Chapin *et al.* 2014). Collectively, these studies demonstrate that ∼20–50% of transcripts whose expression is increased in NMD-deficient cells are direct NMD substrates (Guan *et al.* 2006; Tani *et al.* 2012; Matia-Gonzalez *et al.* 2013). Thus, NMD has significant genome-wide effects on gene expression in normal cells. Interestingly, a substantial number of mRNAs appear to be substrates of NMD, but their steady-state abundance is unaltered in NMD-deficient cells (Tani *et al.* 2012).

Conserved proteins required for NMD have been identified in all tested eukaryotes, underscoring the evolutionary significance of the pathway. Three genes first identified in yeast (*upf1*, *upf2*, and *upf3*) (Leeds *et al.* 1991, 1992) encode core components of the NMD machinery. *Caenorhabditis elegans* orthologs of *upf1*, *upf2*, and *upf3* are named *smg-2*, *smg-3*, and *smg-4*, respectively. Four additional *C. elegans* genes (*smg-1*, *smg-5*, *smg-6*, and *smg-7*) are not found in yeast, required for NMD in *C. elegans*, and conserved widely in both plants and animals, including humans (Pulak and Anderson 1993; Cali *et al.* 1999; Page *et al.* 1999; Aronoff *et al.* 2001; Anders *et al.* 2003; Grimson *et al.* 2004; Behm-Ansmant *et al.* 2007). NMD-deficient mutants of yeast and *C. elegans* have relatively mild phenotypes (Leeds *et al.* 1991; Pulak and Anderson 1993), but NMD is essential in other eukaryotes (Medghalchi *et al.* 2001; Rehwinkel *et al.* 2005; Arciga-Reyes *et al.* 2006; Azzalin and Lingner 2006; Metzstein and Krasnow 2006; Wittkopp *et al.* 2009).

Upf1/SMG-2 is the central regulator of NMD. It is an ATP-dependent helicase and the most highly conserved of the NMD proteins (Perlick *et al.* 1996; Culbertson and Leeds 2003). When tethered to mRNAs either artificially (Lykke-Andersen *et al.* 2000) or naturally, as in Staufen-mediated decay (SMD) (Kim *et al.* 2005), mammalian UPF1 is sufficient to elicit mRNA instability. We previously demonstrated that *C. elegans* Upf1/SMG-2 (but not Upf2/SMG-3 or Upf3/SMG-4) is strongly and/or persistently bound to PTC-containing mRNAs (Johns *et al.* 2007). Such marking of mRNAs by Upf1/SMG-2 is especially pronounced in *smg-1*(−) and *smg-5*(−) mutants, both of which block NMD at a point after PTC discrimination but before mRNA degradation. SMG-1 is the Upf1/SMG-2 kinase (Yamashita *et al.* 2001; Grimson *et al.* 2004), and SMG-5 facilitates Upf1/SMG-2 dephosphorylation by PP2A (Page *et al.* 1999; Anders *et al.* 2003; Chiu *et al.* 2003). Phosphorylation of Upf1/SMG-2 occurs after PTC discrimination and promotes late-stage NMD steps, including the recycling of NMD components for future cycles of NMD (Lykke-Andersen *et al.* 2000; Durand *et al.* 2016).

We capitalized on the association of Upf1/SMG-2 with PTC-containing mRNAs to identify the direct substrates of NMD in *C. elegans*. Such mRNAs are expected to (i) increase in abundance in NMD-deficient mutants when compared with NMD-proficient controls, (ii) copurify with Upf1/SMG-2 from *smg-1*(−) mutants, and (iii) not co-purify with Upf1/SMG-2 in mock purifications from *smg-1*(−) *smg-2*(−) double-mutant controls. Our results identify new direct targets of NMD and provide new insights into the structure and expression of the *C. elegans* genome.

## Materials and Methods

### Nematode strains and growth

Strains used in this study were: N2 variety Bristol (wild type), TR2602 [*smg-1*(*r910*)], and TR2605 [*smg-1*(*r910*) *smg-2*(*r915*)]. None of the strains used contains the endogenous RNAi-related mutator allele *mut-16*(*mg461*), which is present in N2 variety Bristol laboratory stocks of many *C. elegans* laboratories (Zhang *et al.* 2011). We generated synchronized strains by treating gravid adults with a 5.25% hypochlorite solution (Stiernagle 2006). Embryos were grown to L4 stage in S-media at 20°.

### SMG-2 immunoprecipitation

We used the anti–SMG-2 polyclonal antibody described by Page *et al.* (1999) and a modified IP protocol described by Johns *et al.* (2007). Synchronously grown L4 animals were frozen in immunoprecipitation (IP) lysis buffer [20 mM MOPS (pH 7.2), 100 mM NaCl, 0.01% NP-40, protease inhibitor cocktail (Sigma), 1.46 µM pepstatin A (Sigma), 40 U/ml RNase OUT, and 10 mM PMSF]. Cells were lysed by sonication with 7 × 5 sec pulses, centrifuged at 14,000 × *g* for 25 min, and the supernatant fraction was retained. Samples were held at 4° through all IP and RNA extraction steps. Bradford assays measured protein concentrations of the extracts, which were diluted to 2 mg/ml in IP lysis buffer. An aliquot of this total RNA was preserved for sequence analysis, while a second aliquot was incubated with SMG-2 antibody coupled to Dynabead Protein G (Life Technologies), as previously described (Page *et al.* 1999). Precipitated proteins were collected on a magnet and washed six times with IP wash buffer [20 mM MOPS (pH 7.2), 100 mM NaCl, 0.02% NP-40]. Following RNA extraction with TRIzol (Life Technologies), input samples were DNaseI treated. IP samples exhibited no genomic DNA contamination via PCR and were not subjected to DNase treatment. A subsequent round of phenol chloroform extraction and ethanol precipitations further diminished contaminants prior to RNA sequencing (RNA-seq). Three independent, identically prepared samples with and without IP were submitted for sequencing as described below.

### RNA-seq

Poly(A) selection, cDNA library construction using the non-strand-specific Illumina TruSeq kit, and next-generation sequencing using an Illumina HiSeq 2000 platform were performed by the University of Wisconsin Biotechnology Center DNA Sequence Facility. Approximately 500 ng of RNA was used for library construction of samples without IP, and the entirety of submitted RNA (45–228 ng per negative control IP sample; 263–945 ng per experimental IP sample) was used for library construction of IP samples. Single-end reads were subjected to a mild quality trim using Trimmomatic (Bolger *et al.* 2014), and were aligned to the WBcel235 genome using Tophat2 (Kim *et al.* 2013).

### Bioinformatic analysis

Following alignment, both gene and intron counts were compiled using htseq-count (Anders *et al.* 2015). Features with fewer than three counts per million reads were excluded from downstream analysis. A reference intron-only annotation file was generated by merging each gene’s intersecting exons, as defined by the Ensembl GTF available through iGenomes, and using the intervening coordinates as intron coordinates. Differential expression analysis was performed using edgeR as previously described (Robinson *et al.* 2010; Anders *et al.* 2013). Briefly, we performed pairwise comparisons between wild-type and combined NMD-deficient mutant samples and between IP samples and their paired samples without IP. Sequence data were visualized using Broad’s IGV (Robinson *et al.* 2011). GO term statistical overrepresentation and pathway analysis were performed relative to all expressed genes using PANTHER and Gorilla (Eden *et al.* 2009; Mi *et al.* 2013). For GO analysis, we used binomial enrichment tests and the Bonferroni method to correct for multiple testing. For gene family comparisons, we used hypergeometric enrichment tests and the Bonferroni method to account for the two gene families tested. For gene category comparisons, we used hypergeometric enrichment tests and the Bonferroni method to correct for the 11 gene classes annotated in Ensembl.

### RT-PCR and qRT-PCR validation

First-strand synthesis was performed on aliquots of all input and IP samples using random hexamers and SuperScript III reverse transcriptase (Life Technologies). Prior to high-throughput sequencing, IP quality was tested using primers on either side of a PTC-containing, alternatively spliced intron of *rpl-12* (Mitrovich and Anderson 2000). Products were separated on a 2% ethidium bromide-stained agarose gel and quantified using ImageJ.

Following high-throughput sequence analysis, qPCR validation was performed on samples without IP using primers for *B0495.8*, *F45D11.1*, *F53B2.8*, *fib-1*, *fbxa-33*, *linc-9*, *nhr-109*, *pho-11*, *pqn-70*, *tdp-1*, *R08E5.3*, *rpl-7a*, *rsp-2*, *rsp-6*, *Y39B6A.21*, *Y51A2D.13*, and *ZK970.7*. Validation of *SMG-2* association was performed via RIP-coupled qRT-PCR using primers for *fib-1*, *fbxa-33*, *nhr-109*, *pho-11*, and *rpl-7a*. Included introns discovered via differential intron expression were validated using RT-PCR for *dpy-7*, *deg-1*, *phy-2*, and *R06C1.4*. The primer sequences used are provided in Supplemental Material, File S2.

### Data availability

Strains are available upon request from the *Caenorhabditis* Genetics Center. Antibodies are available upon request from the corresponding author at the University of Wisconsin. File S1 contains a list of Class I – Class IV mRNAs (discussed below). File S2 contains detailed descriptions of Supplemental Materials and Methods and Supplemental Figures. All sequence and sequence count data are available in the NIH SRA and GEO databases under accession number GSE100929.

## Results

### Transcriptome changes of NMD-deficient mutants

Our strategy to identify genes negatively regulated by NMD and the direct substrates of NMD is shown in Figure 1A. Performing RNA-Seq of N2 (wild type), *smg-1*(*r910*), and an *smg-1*(*r910*) *smg-2*(*r915*) double mutant identified genes whose expression changes in NMD-deficient mutants. *smg-1*(*r910*) is a null allele resulting from Tc1 insertion at nucleotide position 17,105 of cosmid C48B6. It is strongly NMD defective, and SMG-1 protein of *r910* is not detected by Western blotting (Grimson *et al.* 2004). *smg-2*(*r915*) is a ∼1 kb internal deletion within *smg-2* (Page *et al.* 1999) that exhibits a strong NMD defect, as judged either by phenotypic suppression of *unc-54*(*r293*) (Pulak and Anderson 1993) or by stabilization of PTC-containing mRNAs (Page *et al.* 1999). Thus, *smg-2*(*r915*) is a functionally null allele. IP and sequencing of SMG-2-associated mRNAs in *smg-1*(*r910*) identified mRNAs that are associated with SMG-2. *Smg-1* mutations block NMD after PTC discrimination, after stable association of SMG-2 with PTC-containing mRNAs, but before mRNA degradation (Johns *et al.* 2007). Such SMG-2-associated mRNAs are highly enriched for those that contain PTCs. The principle advantage of identifying SMG-2-associated mRNAs in *smg-1*(*r910*) is that substrates of NMD are more abundant than in an NMD-proficient strain. Being more abundant, such mRNAs are easier to detect. Crude extracts were not treated with RNase prior to IP. Thus, intact or substantially intact RNAs were purified, and ensuing sequence analyses yielded information only on RNA abundance, not on precise locations of SMG-2 association with those RNAs. As a negative control for immunopurification of SMG-2-associated mRNAs, we simultaneously performed mock immunopurification of SMG-2 in a *smg-1*(*r910*) *smg-2*(*r915*) double mutant. For simplicity, *smg-1*(*r910*) and *smg-2*(*r915*) are hereafter termed *smg-1*(−) and *smg-2*(−), respectively.

**Figure 1:**
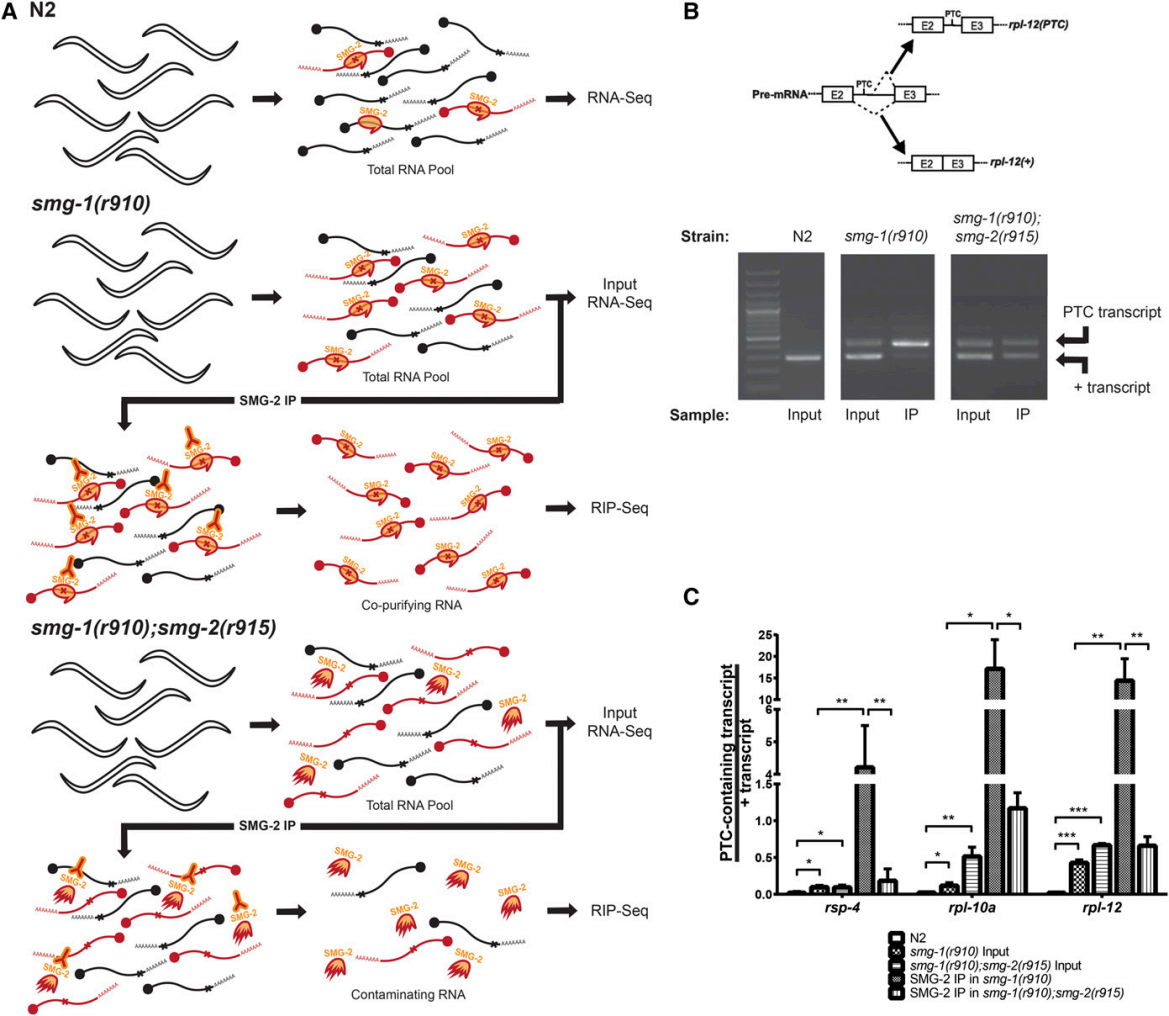
Validation of SMG-2’s preferential association with PTC-containing mRNAs. (A) Schematic diagram of RNA-seq and RIP-seq of SMG-2 IPs performed in this study. A portion of the total RNA from the *smg1*-(*r910*) and *smg1*-(*r910*) *smg-2*(*r915*) animals was sequenced for transcriptomic analysis (“input samples”) and the remainder was used for IPs. (B) Gene schematic showing accumulation of unproductively spliced *rpl-12* in NMD(−) animals (top), and validation PCRs detecting the *rpl-12* products in input and immunoprecipitated material from the two mutants. Both the schematic and gel are representative of other tested positive controls. (C) Quantification from PCR analysis validated the IP efficacy prior to high-throughput sequencing. Columns show the measured ratio of PTC-containing transcript to + transcripts for each gene. Error bars indicate SEM. *P*-values generated via Student’s *t*-test. Asterisks indicate significance: * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001.

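RNA from whole animals of 3 strains was sequenced in 3 biological replicates each, giving 9 libraries. They are called inputs here, since no SMG-2 immunoprecipitation had been applied to them. N2 is the wild-type laboratory strain, and the 2 mutant strains lack NMD factors that the genes smg-1 and smg-2 encode. The authors aligned the trimmed reads to the WBcel235 genome with Tophat2, counted those lying on each annotated gene with htseq-count, and deposited these counts without normalization. Reads that aligned to several places were left out of the counts. Between 66701926 and 112737023 reads per input were counted on genes. The median was 84659007 for N2, 102121179 for smg-1 and 91080546 for smg-1 smg-2. Counts were normalized by edgeR's TMM method and expressed as CPM, the unit of the paper's expression minimum. The 6 mutant inputs were compared as a combined set with the 3 N2 inputs by edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method to give the FDR. A gene was tested when it had at least 3 CPM in at least 3 of the 9 inputs, and was called increased or decreased with an FDR below 0.05 and a fold change above 1.5.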

We sequenced poly(A)-selected RNA extracted from populations of N2 (wild type), *smg-1*(−) single mutants, and *smg-1*(−) *smg-2*(−) double mutants synchronized at the L4 larval stage. Prior to sequencing, we removed a portion of each sample and processed it for SMG-2 IP (see below). We analyzed three independent biological replicates of each strain. 

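Between 68707073 and 116110070 reads of each input aligned to a single place in the genome, and 8865549 to 39033273 alignments per input were to several places. Of the 46726 genes in the deposited count files, 12568 had at least 3 CPM in at least 3 of the 9 inputs. At the depth of these libraries, 3 CPM was between 200 and 338 counts.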

Between 74 and 135 million sequence reads of each sample aligned to the *C. elegans* genome, representing 14,367 genomic features that met an expression minimum of at least three counts per million reads. Using edgeR to analyze differential expression, the abundance of 699 of the 14,367 genomic features (4.8%) increased when NMD-deficient mutants were compared as a combined set to N2 wild type (FDR < 0.05 and fold-change > 1.5; Figure 2A). 

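In the deposited counts, 784 of 12568 genes tested were increased in the 6 mutant inputs compared with the 3 N2 inputs, or 6.2%. For 779 of these genes, every mutant input had a higher CPM than every N2 input. The largest increases among genes past the thresholds, with no overlap between N2 and mutant inputs, were those of the pseudogenes fbxa-8, with a log2 fold change of 6.22 (standard error 0.74, edgeR FDR 7.6e-04), and C14C6.12, with 5.93 (standard error 0.27, edgeR FDR 6.3e-06). They were followed by F55G11.3 with 5.51 (standard error 0.83, edgeR FDR 0.003), dbd-6 with 5.42 (standard error 1.12, edgeR FDR 0.018) and Y73B3A.18 with 5.12 (standard error 0.41, edgeR FDR 8.5e-05). When each mutant was compared with N2 on its own, 537 genes were increased in smg-1 and 480 in smg-1 smg-2, and with replicate number as a block 330 and 0. The combined count moved most when a gene had to be increased in each mutant separately, to 412 genes. In the combined comparison with this block, 729 genes were increased. The pairing of replicates is taken from the library labels; after removing group means, libraries with the same number had a mean correlation of 0.304 and those with different numbers −0.16 between smg-1 and N2, against −0.285 and 0.189 between smg-1 smg-2 and N2.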

The maximum upregulation was 79-fold in *smg-1*(−) and 69-fold in *smg-1*(−) *smg-2*(−) compared with N2 control samples. 

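Among genes past the thresholds, the largest increase in smg-1 was that of fbxa-8 (chromosome III, 2217173 to 2219494 in WBcel235), an annotated pseudogene. Its abundance was 0.129 ± 0.13 CPM (SD, n = 3) in N2 and 10.4 ± 2.3 CPM (SD, n = 3) in smg-1, an increase of 81.0-fold (edgeR FDR 0.013). The N2 value rests on 2 to 23 counts per library. In smg-1 smg-2 the largest increase was that of C14C6.12 (chromosome V, 570571 to 571205), also a pseudogene, at 69.4-fold (edgeR FDR 0.001). It rose from 4.96 ± 1.1 CPM (SD, n = 3) to 344 ± 43 CPM (SD, n = 3).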

As expected, expression of the known PTC-containing mRNAs *rsp-2*, *rsp-6*, and *rpl-7a* (Johns *et al.* 2007) exhibited increased expression in NMD-defective strains (Figure 3, A and B). 

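The gene rsp-2 had 156 ± 59 (SD, n = 3) CPM in N2 and 359 ± 60 (SD, n = 6) CPM in the mutants, a log2 fold change of 1.21 (standard error 0.25, edgeR FDR 0.020). For rsp-6 (chromosome IV, 7789847 to 7791229 in WBcel235) these values were 123 ± 29 (SD, n = 3) and 292 ± 37 (SD, n = 6) CPM, a log2 fold change of 1.24 (standard error 0.18, edgeR FDR 0.003). For rpl-7a they were 3066 ± 714 (SD, n = 3) and 7260 ± 1703 (SD, n = 6) CPM, a log2 fold change of 1.24 (standard error 0.25, edgeR FDR 0.017). In all 3 genes every mutant input was above every N2 input. With each library left out in turn, the log2 fold change stayed between 0.98 and 1.53 for rsp-2, 1.09 and 1.42 for rsp-6 and 1.07 and 1.38 for rpl-7a. With replicate number as a block, it was 1.25 (edgeR FDR 0.045), 1.26 (edgeR FDR 0.009) and 1.26 (edgeR FDR 0.043), respectively.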

Expression of 74 genomic features was decreased in this analysis (FDR < 0.05 and fold-change > 1.5; Figure 2A). 

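From the deposited counts, 46 genes were decreased in the mutants, or 0.37% of those tested. In 39 of them, every mutant input was below every N2 input. Without overlap between N2 and mutant inputs, the largest decreases were those of F53A9.6, cnc-6, F48C1.11, Y39A3B.7 and C18D11.6. Their log2 fold changes were −9.84 (standard error 1.02, edgeR FDR 3.4e-04), −8.64 (standard error 0.9, edgeR FDR 3.6e-04), −7.92 (standard error 0.69, edgeR FDR 1.3e-04), −7.63 (standard error 0.93, edgeR FDR 9.3e-04) and −6.63 (standard error 0.44, edgeR FDR 3.3e-05). Requiring a decrease in each mutant separately moved the number most in proportion, to 10; with replicate number as a block it was 62.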

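In both mutants the largest decrease was that of F53A9.6 (chromosome X, 8713544 to 8713804 in WBcel235), a protein-coding gene. Its abundance was 33.4 ± 11 CPM (SD, n = 3) in N2, from 2176 to 4760 counts per library. The smg-1 inputs held 0 to 1 counts of this gene, and the decrease was 4349.3-fold (edgeR FDR 9.3e-04). The smg-1 smg-2 inputs held 0 to 15 counts, a decrease of 483.1-fold (edgeR FDR 0.014). With so few counts in the mutants, the size of this fold change depends on the prior count that edgeR adds to each library.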

The maximum decrease was 5043-fold in *smg-1*(−) and 512-fold in *smg-1*(−) *smg-2*(−) compared with N2 control samples.

**Figure 2:**
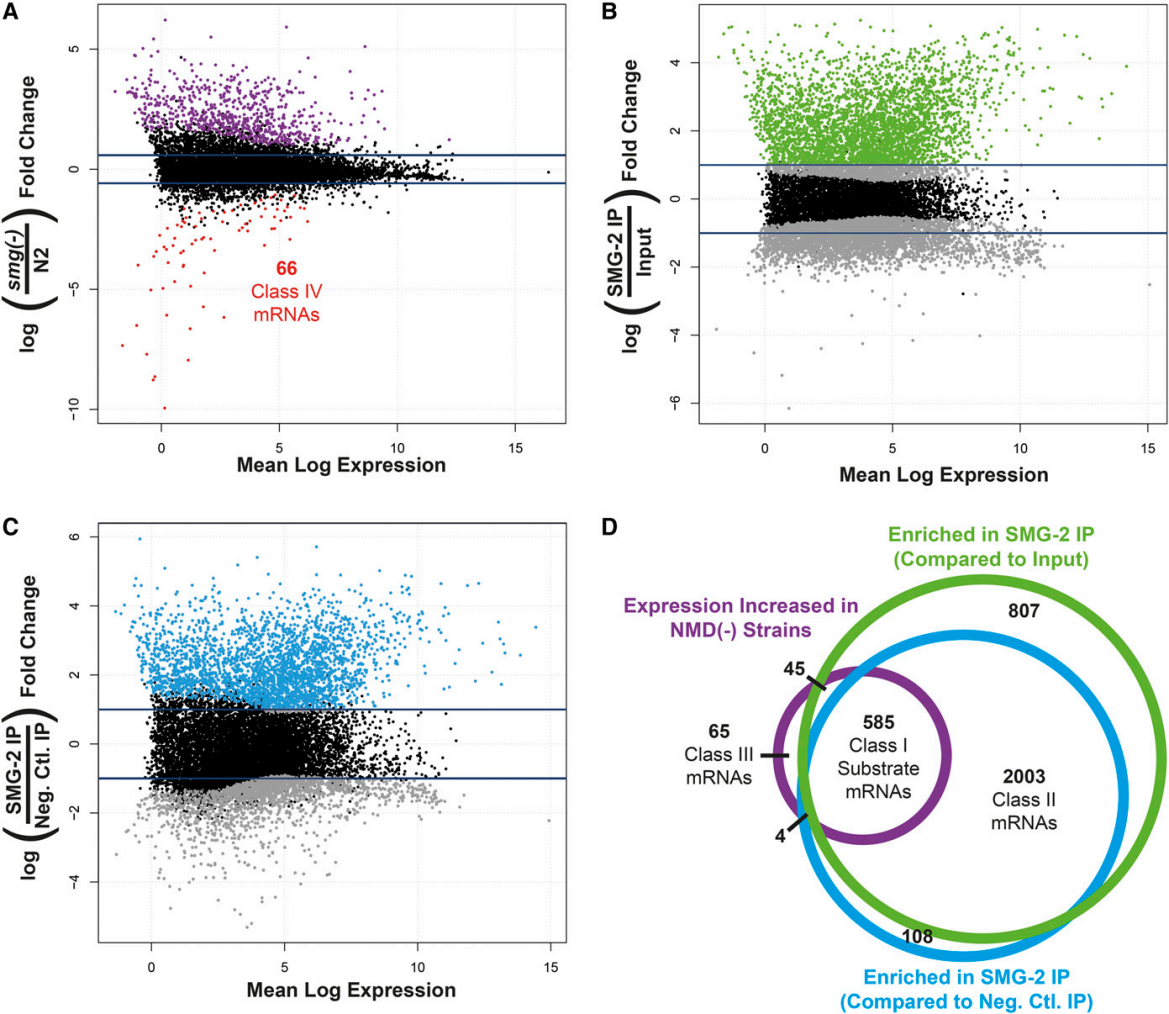
Determination of NMD direct substrates and indirect effects. (A) MA plots for all expressed genes. The *x*-axis depicts the mean normalized read count for each transcript across all samples, and the *y*-axis depicts log_2_(fold change) in gene expression in all NMD(−) samples [*smg-1*(*r910*) *smg-2*(*r915*) and *smg-1*(*r910*)] compared with wild type (N2). Each dot represents one gene, with purple and red dots representing genes with significantly upregulated and downregulated expression values (FDR < 0.05), respectively. Blue lines mark the 1.5-fold change threshold used in analysis. (B and C) MA plot of all genes (dots) with their average normalized read count on the *x*-axes and their relative enrichment comparing SMG-2 IPs performed in *smg-1*(*r910*) nematodes and either the *smg-1*(*r910*) input samples or the SMG-2 negative control IPs performed in *smg-1*(*r910*) *smg-2*(*r915*) nematodes on the *y*-axes, respectively. Significantly enriched transcripts (FDR < 0.05) that meet the twofold change threshold (blue lines) are shown in green (B) and blue (C) dots. (D) Venn diagram detailing overlap between transcripts exhibiting at least 1.5-fold increased abundance in *smg-1*(*r910*) and *smg-1*(*r910*) *smg-2*(*r915*) samples compared with N2, transcripts enriched at least twofold in an SMG-2 IP relative to its input sample, and transcripts enriched at least twofold in an SMG-2 IP relative to negative control IPs. Transcripts that meet all three conditions are classified as Class I NMD substrates. Transcripts that are reliably SMG-2 associated but that do not exhibit increased expression in an NMD(−) animal are deemed Class II, and genes with elevated expression in an NMD(−) sample but that never create mRNAs that are enriched in an SMG-2 IP are deemed Class III.

**Figure 3:**
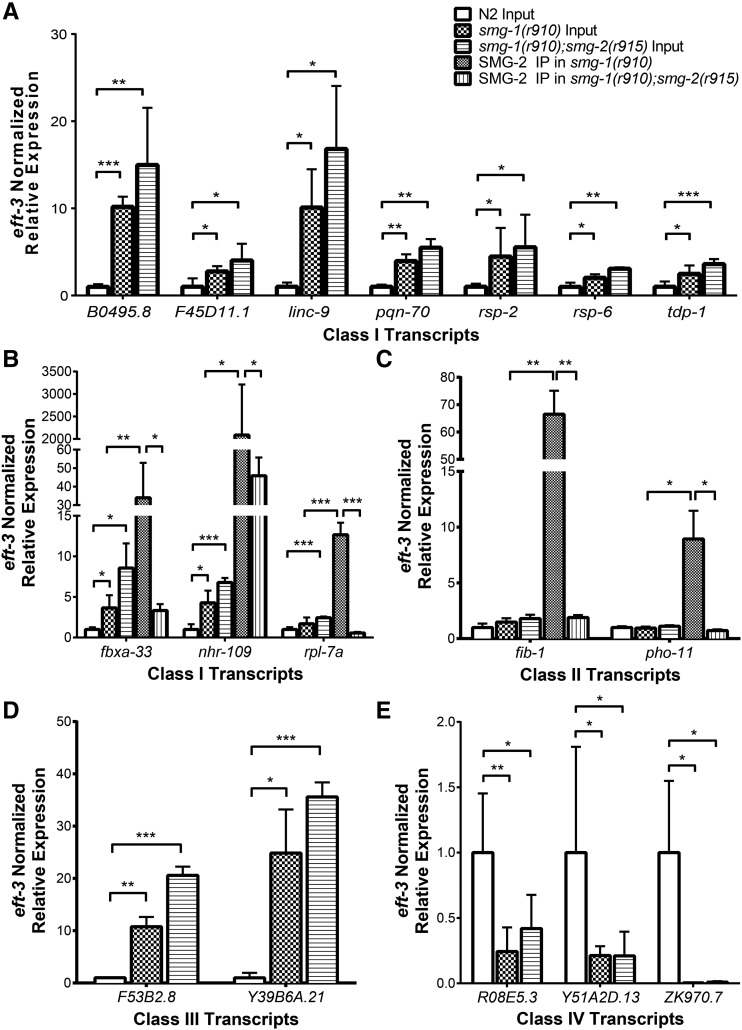
Validation of sequencing data. (A–E) qRT-PCR validation of expression changes and IP enrichments seen in high-throughput sequencing. Expression of (A and B) Class I, (C) Class II, (D) Class III, and (E) Class IV transcripts in input and IP samples (B and C only) was quantified using qRT-PCR on RNA preserved from the sequenced samples. All expression values were normalized to *eft-3* mRNA levels. Each column indicates the expression level relative to wild-type samples. Error bars indicate SEM for the three biological replicates, and statistical significance was calculated using Student’s *t*-test. Asterisks indicate significance: * *P* < 0.05, ** *P* < 0.01, ***P < 0.001.

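Among the genes of Figure 3, the sequencing counts gave the following values in the mutants compared with N2. The log2 fold change was 1.8 (standard error 0.25, edgeR FDR 0.002) for B0495.8, 3.72 (standard error 0.72, edgeR FDR 0.013) for F45D11.1, 3.69 (standard error 0.3, edgeR FDR 9.5e-05) for linc-9 and 1.3 (standard error 0.18, edgeR FDR 0.002) for pqn-70. It was 1.29 (standard error 0.2, edgeR FDR 0.003) for tdp-1, 2.53 (standard error 0.43, edgeR FDR 0.006) for fbxa-33 and 2.28 (standard error 0.19, edgeR FDR 9.9e-05) for nhr-109. F53B2.8 and Y39B6A.21 had log2 fold changes of 2.97 (standard error 0.34, edgeR FDR 5.8e-04) and 4.65 (standard error 1.03, edgeR FDR 0.027). Of the genes in Figure 3E, R08E5.3 had 121 ± 106 (SD, n = 3) CPM in N2 and 16 ± 4.4 (SD, n = 6) CPM in the mutants, a log2 fold change of −2.92 (standard error 0.48, edgeR FDR 0.005). ZK970.7 fell from 53.6 ± 24 (SD, n = 3) to 0.746 ± 0.52 (SD, n = 6) CPM, a log2 fold change of −6.17 (standard error 0.59, edgeR FDR 2.1e-04). Y51A2D.13 had 156 ± 118 (SD, n = 3) CPM in N2 and 34.8 ± 22 (SD, n = 6) CPM in the mutants, a log2 fold change of −2.16 (standard error 0.57, edgeR FDR 0.062).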

As a test of the accuracy of the above mRNA quantifications, we chose 12 previously unstudied genes whose expression is increased and three previously unstudied genes whose expression is decreased in NMD-deficient strains for further analysis. We designed gene-specific primers for each and quantified mRNAs by quantitative RT-PCR in triplicate in both NMD-deficient and N2 wild-type samples. For all 15 genes tested, both increased expression (Figure 3, A, B, and D) and decreased expression (Figure 3E) were confirmed by qRT-PCR.

### Identification of SMG-2-associated RNAs

Messenger RNAs that copurify with SMG-2 are strongly enriched for those that contain PTCs (Johns *et al.* 2007). 

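RNA recovered with an antibody to SMG-2 was sequenced from 3 biological replicates of smg-1, the SMG-2 IP, and from 3 of smg-1 smg-2, the negative control IP. The authors made the deposited counts of these 6 libraries in the same way as those of the inputs, as raw numbers of reads on each gene. Between 38088192 and 69325592 reads per IP were counted on genes, with a median of 54123945 in the SMG-2 IP and 44230569 in the negative control IP. The SMG-2 IP was compared with the smg-1 input and, separately, with the negative control IP, each as 3 libraries against 3, by edgeR's quasi-likelihood test on TMM-normalized counts. A gene was called enriched with an FDR below 0.05 and a fold change of at least 2. A fold change over input is a ratio of shares of each library, so it gives enrichment relative to the other RNAs in the IP and not an amount of RNA.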

To identify such RNAs, we purified mRNPs of *smg-1*(−) mutants by immunoprecipitating SMG-2 followed by RNA purification and cDNA sequencing (RIP-seq; Figure 1A). Such mRNAs are candidate substrates of NMD, but the IP pellets are undoubtedly contaminated with mRNAs whose presence is adventitious. To control for this, we performed parallel immunopurifications of SMG-2 from *smg-1*(−) *smg-2*(−) double mutants followed by RNA purification and cDNA sequencing. *smg-1*(−) *smg-2*(−) double mutants lack a functional SMG-2. This negative control was used to set a threshold for enrichment of mRNAs that copurify with SMG-2. We analyzed three biological replicate IPs of each strain. Between 42 and 75 million sequence reads of each IP sample aligned to the *C. elegans* genome, representing 14,124 genomic features that met an expression minimum of at least three counts per million reads. 

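In the deposited counts, between 39424350 and 72854070 reads of each IP aligned to a single place in the genome. With at least 3 CPM in at least 3 of the 6 libraries compared, 12128 genes were tested in the SMG-2 IP against the smg-1 input and 12100 against the negative control IP.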

Prior to library preparation and high-throughput sequencing, we verified the efficacy of our IP protocols using mRNAs of the previously described NMD targets *rpl-12*, *rsp-4*, and *rpl-1* (Johns *et al.* 2007). Each of these genes expresses a PTC-containing, alternatively spliced mRNA that is stabilized in NMD-deficient strains and copurifies with immunoprecipitated SMG-2 (Figure 1, B and C).

We defined SMG-2-associated mRNAs as (i) those enriched at least twofold in the IP pellet of *smg-1*(−) compared with both the paired *smg-1*(−) sample without IP and the IP pellet of the negative control *smg-1*(−) *smg-2*(−) double mutant, and (ii) having an FDR < 0.05. 

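Compared with the smg-1 input, 2966 genes were enriched at least 2-fold in the SMG-2 IP. Among genes whose libraries did not overlap, the largest log2 fold changes were 5.27 (standard error 0.56, edgeR FDR 1.9e-04) for Y110A2AL.2, 5.15 (standard error 0.18, edgeR FDR 9.4e-06) for F44F1.5 and 5.11 (standard error 0.41, edgeR FDR 4.6e-05) for F36H5.13, followed by 5.1 (standard error 0.27, edgeR FDR 1.1e-05) for lido-3 and 5.09 (standard error 0.19, edgeR FDR 9.4e-06) for R03D7.2. Compared with the negative control IP, 2327 genes were enriched. There the largest log2 fold changes were 5.89 (standard error 1.02, edgeR FDR 0.007) for F46B3.22, 5.73 (standard error 0.27, edgeR FDR 2.7e-04) for R03D7.2 and 5.4 (standard error 0.73, edgeR FDR 0.003) for mltn-2, followed by 5.18 (standard error 0.68, edgeR FDR 0.002) for clec-43 and 5.12 (standard error 0.79, edgeR FDR 0.004) for C54F6.16. The paper calls the smg-1 input the paired sample, and the pairing used here is taken from the replicate numbers in the labels. After removing group means, IP and input libraries of smg-1 with the same number had a mean correlation of 0.746, and those with different numbers −0.372. With replicate number as a block, 2991 genes were enriched over input and 2165 over the negative control IP.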

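Both comparisons were passed by 2248 genes, which are called SMG-2-associated here. A further 718 genes were enriched over the smg-1 input only, and 79 over the negative control IP only. When replicate number was a block, 2103 genes passed both. The number moved most with glmTreat, which tests against the fold change threshold itself, to 1368 genes.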

We identified 2588 such mRNAs that are associated with SMG-2 using both of the comparisons listed above (Figure 2, B and C). Five of six known NMD substrates (*rpl-7a*, *rpl-12*, *rsp-2*, *rsp-4*, and *rsp-6*) (Johns *et al.* 2007) were among the 2588.

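For rpl-7a, the log2 fold change of the SMG-2 IP was 3.91 (standard error 0.42, edgeR FDR 1.9e-04) over the smg-1 input and 3.4 (standard error 0.45, edgeR FDR 0.002) over the negative control IP. The corresponding values were 1.79 (standard error 0.33, edgeR FDR 0.003) and 1.75 (standard error 0.39, edgeR FDR 0.016) for rpl-12, and 4.0 (standard error 0.24, edgeR FDR 1.5e-05) and 3.79 (standard error 0.3, edgeR FDR 4.1e-04) for rsp-2. They were 1.96 (standard error 0.2, edgeR FDR 1.5e-04) and 1.96 (standard error 0.21, edgeR FDR 0.001) for rsp-4, and 2.8 (standard error 0.19, edgeR FDR 2.3e-05) and 2.61 (standard error 0.19, edgeR FDR 3.5e-04) for rsp-6. In each of these 5 genes every library of the SMG-2 IP was above every library it was compared with. The gene rpl-1, whose mRNA the authors used to test the IP protocol, had log2 fold changes of 3.01 (standard error 0.33, edgeR FDR 2.3e-04) and 2.09 (standard error 0.36, edgeR FDR 0.006).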

As an independent test of the accuracy of mRNA-SMG-2 associations, we chose five previously unstudied mRNAs from the list of 2588 and verified that each copurifies with SMG-2 by quantifying the mRNAs of IP pellets followed by quantitative RT-PCR (Figure 3, B and C). 

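For the genes of Figure 3, B and C, the deposited counts gave these log2 fold changes of the SMG-2 IP over the smg-1 input. They were 2.68 (standard error 0.43, edgeR FDR 0.001) for fbxa-33, 3.46 (standard error 0.31, edgeR FDR 7.2e-05) for nhr-109 and 3.91 (standard error 0.42, edgeR FDR 1.9e-04) for rpl-7a. For fib-1, which was 710 ± 164 (SD, n = 3) CPM in N2 and 837 ± 183 (SD, n = 6) CPM in the mutants, the value was 3.18 (standard error 0.38, edgeR FDR 3.5e-04). For pho-11, which was 372 ± 29 (SD, n = 3) and 307 ± 73 (SD, n = 6) CPM, it was 1.35 (standard error 0.26, edgeR FDR 0.003). Over the negative control IP, the log2 fold changes were 2.13 (standard error 0.45, edgeR FDR 0.012) for fbxa-33, 3.02 (standard error 0.39, edgeR FDR 0.002) for nhr-109, 3.01 (standard error 0.37, edgeR FDR 0.002) for fib-1 and 1.39 (standard error 0.34, edgeR FDR 0.019) for pho-11.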

Such validations were performed in biological triplicates. In all five cases, the results obtained by IP followed by qRT-PCR confirmed those obtained by RIP-seq.

### A combined analysis of NMD-affected expression and SMG-2-associated mRNAs

As described above, sequencing the transcriptomes of NMD-proficient and NMD-deficient strains identified 773 mRNAs whose expression is influenced by NMD (699 increased and 74 decreased in NMD-deficient strains). Comparison of SMG-2 RIP-seq in *smg-1*(−) strains to the paired *smg-1*(−) input RNA-seq and negative control RIP-seq in *smg-1*(−) *smg-2*(−) strains identified 2588 RNAs that are SMG-2-associated. Combining these analyses identifies four relevant classes of genes, which we term Classes I–IV (Figure 2D and File S1 and below).

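The same combination of the 3 comparisons, applied to the deposited counts, placed 660 genes in Class I, 1588 in Class II, 84 in Class III and 40 in Class IV. With replicate number as a block, these numbers were 608, 1495, 73 and 56. A further 40 genes were increased in the mutants and enriched in only 1 of the IP comparisons, 35 over the smg-1 input and 5 over the negative control IP, and belong to no class.

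**Figure D1:**
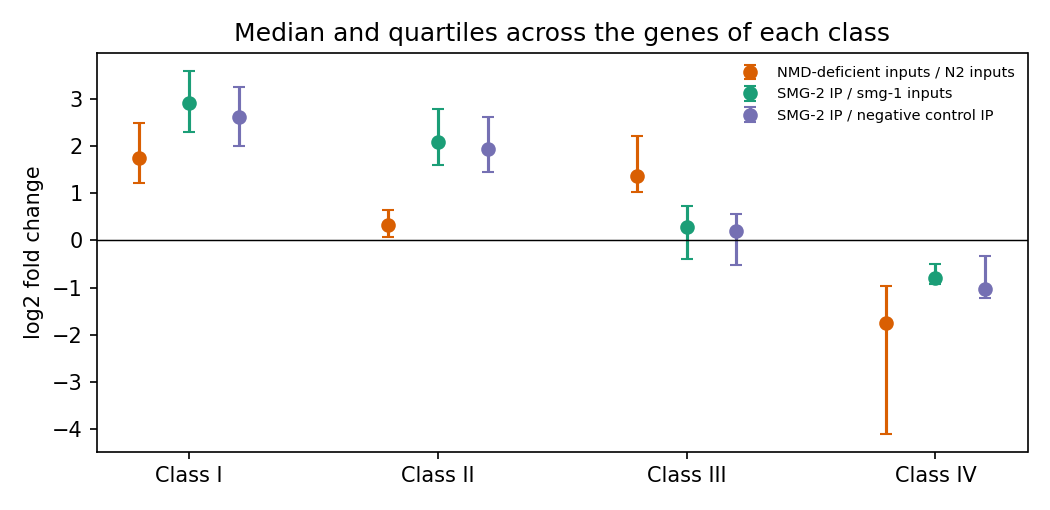
Log2 fold changes of the genes of Classes I to IV in the mutants compared with N2 and in the SMG-2 IP over the smg-1 input and over the negative control IP.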

Expression of 585 Class I genes increases in NMD-deficient mutants, and those mRNAs copurify with SMG-2. 

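The 660 Class I genes had a median log2 fold change of 1.75 (quartiles 1.21 and 2.49) in the mutants compared with N2. Their median in the SMG-2 IP was 2.91 (quartiles 2.29 and 3.59) over the smg-1 input and 2.61 (quartiles 2.01 and 3.25) over the negative control IP. The number of Class I genes moved most, to 366, when a gene had to be increased in each mutant separately.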

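Class II held 1588 genes, of which 1278 reached the expression minimum in the inputs and 310 did not. Their median log2 fold change was 0.32 (quartiles 0.08 and 0.64) in the mutants compared with N2, 2.09 (quartiles 1.59 and 2.78) in the SMG-2 IP over the smg-1 input and 1.93 (quartiles 1.46 and 2.61) over the negative control IP. Normalizing by library size only moved their number most, to 911.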

Expression of 2003 Class II genes is unaltered in NMD-deficient mutants, but those mRNAs copurify with SMG-2. 

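For the 84 Class III genes the median log2 fold change was 1.37 (quartiles 1.03 and 2.21) in the mutants compared with N2 and 0.29 (quartiles −0.4 and 0.73) in the SMG-2 IP over the smg-1 input. For the 40 Class IV genes these medians were −1.76 (quartiles −4.1 and −0.97) and −0.8 (quartiles −0.93 and −0.5). When a change was required in each mutant separately, Class III held 29 genes and Class IV 10.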

Expression of 65 Class III genes increases, and expression of 66 Class IV genes decreases in NMD-deficient mutants, but neither of those mRNAs copurify with SMG-2. Our interpretations of these classes are discussed below.

The 585 Class I mRNAs represent a high-confidence list of the direct substrates of NMD. Their abundance increases in NMD-deficient strains, and such mRNAs copurify with SMG-2. 

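The biotypes used here come from Ensembl release 115, which is newer than the annotation the authors counted on. In it, 477 of the 660 Class I genes were protein-coding, or 72.3%, and 9 were absent. Of the 12010 protein-coding genes tested in the inputs, 4.0% were in Class I.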

A total of 441 of the 585 Class I mRNAs derive from annotated, functional protein-coding genes, representing 2.9% of the estimated 15,000 such genes expressed at the L4 larval stage (Spencer *et al.* 2011). Four of these protein-coding genes are snoRNA hosts. 

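In the newer annotation, 165 Class I genes, or 25.0%, were pseudogenes. Among all 2061 pseudogenes of that annotation, 385 reached the expression minimum in the inputs, and 42.9% of these were in Class I. In the mutants 184 pseudogenes were increased, and 311 were SMG-2-associated. Reads that aligned equally well to a pseudogene and to its parent gene were left out of the counts by the authors.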

An additional 131 Class I mRNAs (22% of total Class I mRNAs) derive from expressed pseudogenes. Messenger RNAs of expressed pseudogenes contain PTCs and, if translated, are degraded by NMD (Mitrovich and Anderson 2005). Only a subset of pseudogenes is expected to be transcribed, and only a fraction of those are expected to be translated. *C. elegans* contains an estimated 1658 pseudogenes (Yates *et al.* 2016), but the proportion that are expressed is uncertain. Estimates range from 16 to 25% (Gerstein *et al.* 2010; Sisu *et al.* 2014). Our results suggest that an important function of NMD is to reduce or eliminate pseudogene expression. Twelve additional Class I RNAs derive from genes of noncoding RNAs (five lncRNAs, four ncRNAs, and one antisense-lncRNA, -snoRNA, and -miRNA). 

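Class I, as derived from the deposited counts, held 4 lincRNA genes, T09F5.12, linc-29, linc-9 and linc-20, and 3 genes annotated as ncRNA, C30E1.9, F02C12.7 and C06A1.12. It also held 1 antisense RNA gene, anr-24, and 1 snoRNA gene, F54G2.4. The largest increase among them was that of F02C12.7, with a log2 fold change of 4.72 (edgeR FDR 2.2e-05). The smallest was that of C06A1.12, with 1.28 (edgeR FDR 0.021). F02C12.7 spans only 13397038 to 13397054 of chromosome X in the newer annotation. Its extent in the authors' annotation is not known here. Its counts therefore cannot be assigned to an RNA of its own. The libraries were not strand-specific, so reads on these genes cannot be assigned to a strand.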

One Class I RNA derives from a transposon. Although expression of the 2003 Class II mRNAs is not significantly altered in NMD-deficient strains, at least 5% of Class II mRNAs are likely to be substrates of NMD (see below).

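The median log2 fold change of the 1278 Class II genes tested in the inputs was 0.32, against −0.09 in the 10630 tested genes that were not SMG-2-associated. Of the Class II genes, 82.9% had a positive log2 fold change, against 35.1% of the genes that were not associated. An increase above 1.5-fold was seen in 28.2% and 5.4%, without regard to the FDR.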

We interpret the 65 Class III mRNAs (expression increased; not associated with SMG-2) and the 66 Class IV mRNAs (expression decreased; not associated with SMG-2) to reflect the indirect effects of eliminating NMD. 

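Of the 784 increased and 46 decreased genes, Classes III and IV together made up 14.9%. Among the decreased genes, 6 were enriched in the SMG-2 IP in at least 1 of the comparisons and 4 in both. The paper interprets Classes III and IV, whose mRNAs do not copurify with SMG-2, as indirect effects.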

Together, Classes III and IV account for 16% of genes having altered expression in NMD-deficient mutants. This relatively small number may reflect aspects of the way in which we identified mRNAs that copurify with SMG-2 (see *Discussion*). We conclude that a remarkably high fraction (84%) of mRNAs whose expression is significantly increased in NMD-deficient mutants are direct substrates of NMD.

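In the deposited counts, 660 of 784 increased genes were SMG-2-associated, or 84.2%. The enrichment behind this share was required against both the smg-1 input and the negative control IP. From the joint presence of increased abundance in NMD-deficient strains and copurification with SMG-2, the paper concludes that these mRNAs are direct substrates.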

Several classes of genes are enriched among Class I mRNAs. 

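Pseudogenes made up 25.0% of Class I genes (165 of 660) and 3.1% of all genes tested in the inputs (385 of 12568), an 8.16-fold enrichment. A one-sided hypergeometric test, which is exact, gave a p-value of 2.9e-112, or 3.2e-111 after Bonferroni correction for the biotypes tested. The enrichment moved most when all genes with a count were used as the background, to 3.82-fold, and was 8.7-fold with replicate number as a block.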

As discussed above, 22% of Class I mRNAs derive from expressed pseudogenes, which is a very strong enrichment compared with all expressed genes (Bonferroni-corrected *P* = 2.0e-82, hypergeometric test; Figure S1A in File S2). Additionally, Class I mRNAs are enriched for genes encoding nuclear hormone receptors (*nhr*) and F-box A proteins (*fbxa*) (Figure S1A in File S2). Both of these multigene families have undergone a remarkable and recent expansion of gene number in *C. elegans* (Sluder *et al.* 1999; Kipreos and Pagano 2000; Haerty *et al.* 2008; Taubert *et al.* 2011). The *C. elegans* genome contains 390 F-box protein genes (compared with 43 in *Drosophila* and 71 in humans) and 284 *nhr* genes (compared with 21 in *Drosophila* and 48 in humans). 

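Class I held 38 of the 222 fbxa genes, of which 108 reached the expression minimum, a 6.7-fold enrichment over all genes tested (Bonferroni-corrected p of 1.1e-21, exact hypergeometric test). It held 17 of the 284 nhr genes, of which 155 were tested, a 2.09-fold enrichment (Bonferroni-corrected p of 6.4e-03, same exact test). The family members were identified by gene names of newer annotations and by the names in File S1. For nhr genes, requiring an increase in each mutant separately moved the enrichment most, to 2.9-fold. The corrected p of the same exact test was 5.2e-02 with glmTreat. It was 5.1e-02, at 1.83-fold, when normalizing by library size only.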

We identified 36 of 222 F-box A genes (Bonferroni-corrected *P* = 4.7e-19) and 15 of 284 *nhr* genes (Bonferroni-corrected *P* = 1.5e-2) as Class I substrates of NMD. The observation that NMD substrates are enriched for members of gene families whose gene number has recently expanded is provocative, particularly since many *fbxa* and *nhr* genes are Ensembl-annotated pseudogenes (see *Discussion*).

GOrilla functional annotation enrichment and PANTHER statistical overrepresentation demonstrate that Class I genes are enriched for nucleic acid binding (Bonferroni-corrected binomial test, *P* = 8.1e-04), mRNA splicing (Bonferroni-corrected *P* = 2.1e-02), and mRNA metabolic processes (Bonferroni-corrected *P* = 7.5e-03) (Figure S1B in File S2). Similarly, Class II genes are enriched for nucleic acid binding (Bonferroni-corrected *P* = 1.4e-04), mRNA splicing (Bonferroni-corrected *P* = 2.2e-02), and mRNA metabolic processes (Bonferroni-corrected *P* = 3.1e-04) (Figure S1C in File S2). Class III and IV genes (those indirectly affected by the NMD pathway) are enriched for factors involved in the immune, defense, and stress response systems (Bonferroni-corrected *P* < 0.01; Figure S1D in File S2).

### Class II mRNAs include alternatively spliced NMD substrates

Approximately 2000 Class II mRNAs copurify with SMG-2, but their expression is not significantly increased in NMD-deficient mutants (Figure 2D). Like Class I genes, Class II genes are enriched for nucleic acid binding, mRNA splicing, and mRNA metabolism and processing GO terms (see above), pseudogenes (162 genes, Bonferroni-corrected *P* = 5.3e-38, hypergeometric test), and nuclear hormone receptors (47 genes, Bonferroni-corrected *P* = 2.9e-5). 

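Class II held 146 pseudogenes among 1588 genes, or 9.2%, against 3.8% of the 13011 genes tested in any of the 3 comparisons, a 2.45-fold enrichment (Bonferroni-corrected p of 2.0e-25, exact hypergeometric test). It held 39 of 160 nhr genes tested, a 2.0-fold enrichment (Bonferroni-corrected p of 2.9e-05, same exact test). With glmTreat, the nhr enrichment was 1.26-fold and did not pass the threshold (Bonferroni-corrected p of 4.2e-01, same exact test). From the kinds of gene that Class I and Class II share, the paper proposes that many Class II mRNAs are NMD substrates.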

The similarity between Class I and Class II genes suggests that many Class II mRNAs are, in fact, substrates of NMD.

Alternatively spliced mRNAs that contain PTCs are a well-established class of NMD substrates. We therefore examined Class II genes for those in which (i) the gene encodes multiple isoforms of mRNA due to alternative splicing; (ii) only one (or a subset) of the mRNA isoforms contains PTCs; (iii) PTC-containing mRNAs increase significantly in abundance in NMD-defective mutants; and (iv) the fraction of PTC-containing mRNAs is small, causing the total quantity of mRNA (PTC-free plus PTC-containing) to not meet our statistical threshold for increased expression.

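For introns, the authors merged the exons of each gene, took the gaps between them as introns, counted the reads lying on each with htseq-count, and deposited these counts for the same 15 libraries. The deposited intron files hold 111962 introns of 21407 genes. Between 2015686 and 3028282 reads per input and between 1007482 and 2632244 per IP were counted on introns. Intron counts were normalized among themselves by the TMM method, and the same tests, expression minimum and thresholds were applied as for genes. At this depth 3 CPM is 3.0 to 9.1 counts of an intron. The files name each intron by gene and number without coordinates, and positions given here are those of release 115 where it has the same number of introns for the gene.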

We first established a database of all introns of all annotated *C. elegans* genes as described in *Materials and Methods*. We then repeated the bioinformatic analyses described above, counting sequence reads that fall within coordinates listed in the intron database instead of annotated coordinates of gene bodies. We identified 247 introns of 220 genes that exhibit at least 1.5-fold increased expression in NMD-deficient strains compared with the NMD-proficient N2 wild-type (FDR < 0.05) and 737 introns of 630 genes that were enriched at least twofold in the SMG-2 IP pellet of *smg-1*(−) mutants compared with both the *smg-1*(−) sample prior to IP and the IP pellet of *smg-1*(−) *smg-2*(−) double-mutant controls. 

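Of 12753 introns tested in the inputs, 388 in 343 genes were increased in the mutants. Among introns whose libraries did not overlap, the largest log2 fold changes were 7.96 (standard error 1.09, edgeR FDR 0.003) for lips-14 intron 6, 7.55 (standard error 1.0, edgeR FDR 0.002) for clec-46 intron 1 and 7.15 (standard error 1.02, edgeR FDR 0.003) for clec-246 intron 2, followed by 7.08 (standard error 0.93, edgeR FDR 0.002) for C01H6.8 intron 1 and 6.7 (standard error 1.31, edgeR FDR 0.018) for srlf-33 intron 2. None of these introns had a count in N2. In the SMG-2 IP, 2351 of 8183 introns were enriched over the smg-1 input and 1788 of 8541 over the negative control IP. Both were passed by 1664 introns of 1344 genes. With replicate number as a block, 312 introns were increased in the mutants, 2449 were enriched over input and 1488 over the negative control IP. Using the gene counts as library sizes moved the enrichment most, to 386 and 367 introns. With those sizes the 3 CPM minimum was 114 to 338 counts, depending on the library, which removes introns of low count.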

A combined analysis of intron expression and copurification with SMG-2 identified 191 introns of 171 genes that met statistical criteria for Class I NMD substrates (Figure 4A). 

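All 3 criteria were met by 297 introns of 258 genes. Their median log2 fold change in the mutants was 2.91. The number of introns moved most, to 62, when an increase was required in each mutant separately, and was 240 with replicate number as a block.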

Of the 171 genes identified in this manner, 76 had been identified as Class I mRNAs and 39 as Class II mRNAs by our original gene body-level analysis (Figure 4B). 

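In the deposited counts, 105 of the 258 genes with a Class I intron were Class I genes, 63 were Class II genes and 90 were in neither class. Class I genes thus made up 40.7% of them. With this step the paper looked for genes in which only some of the mRNA isoforms contain a PTC and rise in the mutants.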

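At the gene level rsp-4 had 91.5 ± 17 (SD, n = 3) CPM in N2 and 105 ± 13 (SD, n = 6) CPM in the mutants, a log2 fold change of 0.2 (standard error 0.15, edgeR FDR 0.670). Intron 2 of rsp-4 had 103 ± 11 (SD, n = 3) CPM of intron counts in N2 and 312 ± 60 (SD, n = 6) CPM in the mutants, a log2 fold change of 1.59 (standard error 0.31, edgeR FDR 0.013). This intron had log2 fold changes in the SMG-2 IP of 3.48 (standard error 0.24, edgeR FDR 1.5e-07) over the smg-1 input and 3.66 (standard error 0.37, edgeR FDR 2.6e-04) over the negative control IP.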

A previously described NMD substrate, *rsp-4* (Johns *et al.* 2007), which was not originally identified as a Class I substrate in the gene-level analysis, was identified as a Class I substrate via intron-level analysis.

**Figure 4:**
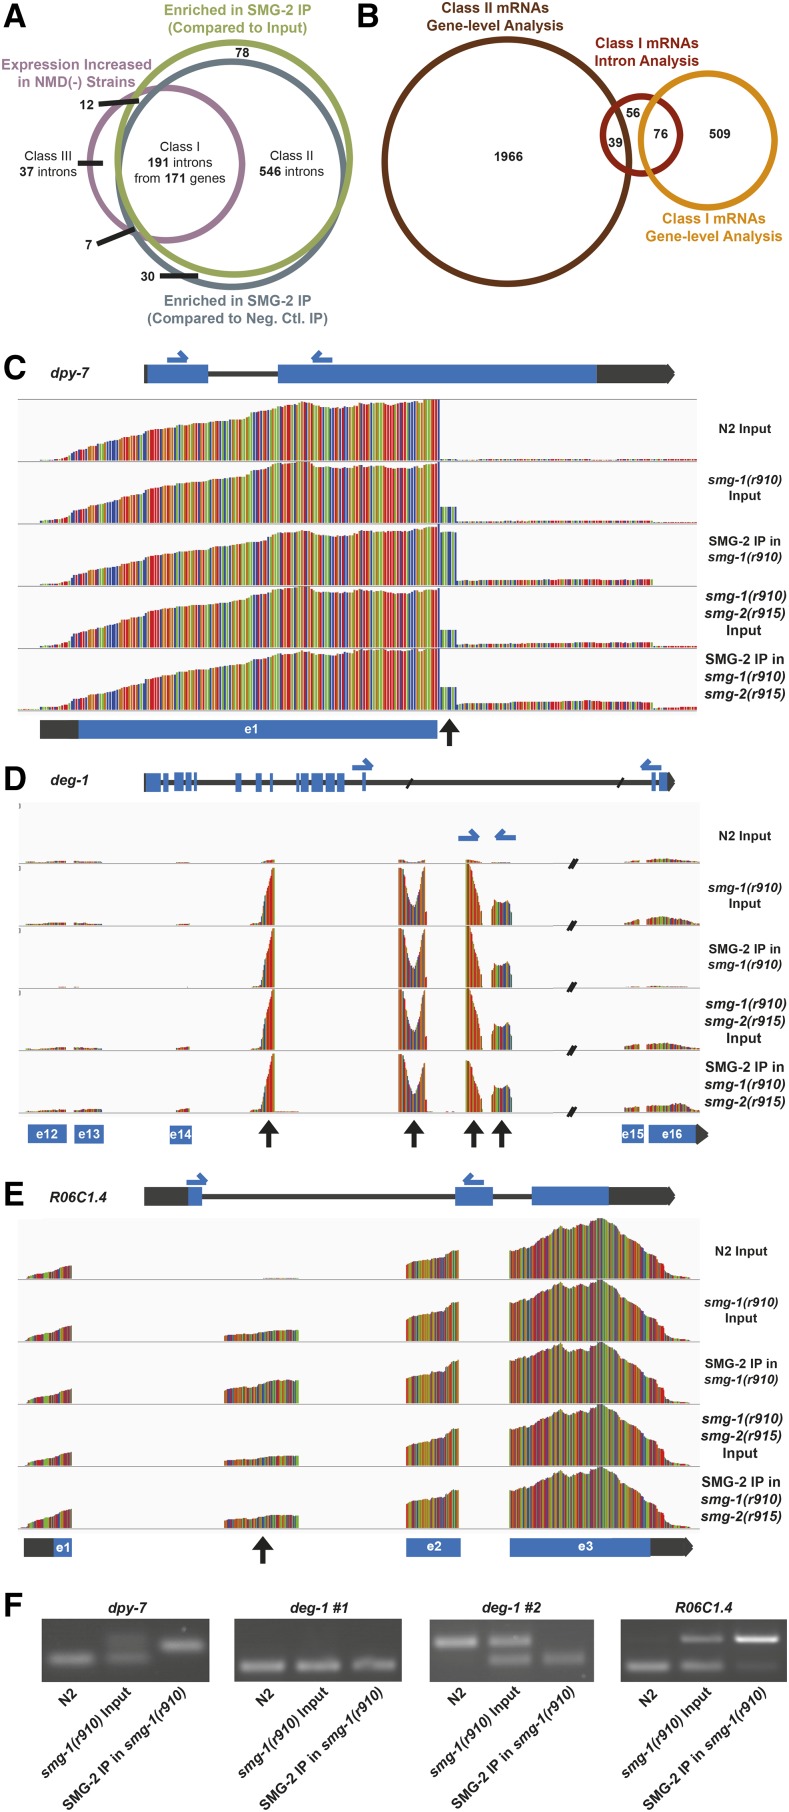
Differential expression of intronic sequence identifies more NMD substrates. (A) Venn diagram detailing overlap between introns exhibiting at least 1.5-fold increased expression in *smg-1*(*r910*) and *smg-1*(*r910*) *smg-2*(*r915*) samples compared with N2, introns enriched at least twofold in an SMG-2 IP relative to its input sample, and introns enriched at least twofold in an SMG-2 IP relative to negative control IPs. Class I introns meet all three conditions. Class II introns are reliably SMG-2-associated but do not exhibit increased expression in an NMD(−) animal, and Class III introns exhibit elevated expression in an NMD(−) sample but are never enriched in an SMG-2 IP. (B) Venn diagram comparing genes containing Class I Introns (red) with Class I and Class II mRNAs identified in the gene-wide analysis (see Figure 2). Fifty-six genes with only Class I introns and 39 genes with both Class I introns and Class II mRNAs were added to the list of high-confidence NMD substrates. (C–E) Relative sequencing coverage shown by IGV plots for three genes containing Class I introns: *dpy-7*, *deg-1*, and *R06C1.4*. Gene diagrams are shown below coverage plots. Bar height indicates relative sequencing coverage. Primer locations for PCR validation are shown as blue half arrows. Black arrows indicate intronic regions that demonstrate increased expression in NMD(−) samples and enrichment in the SMG-2 IP. (F) PCR validation for Class I introns. Primers were designed to span expressed introns for *dpy-7*, *deg-1* #1, and *R06C1.4*. Upper bands for these genes indicate that a portion of the intron was included in the mature transcripts present in the *smg-1*(*r910*) input sample and enriched in the SMG-2 IP. *deg-1* #2 primers span the third and fourth expressed regions in the intron of *deg-1*. The smaller putative isoform shown by the lower band in this PCR coprecipitates with SMG-2 and is present in an NMD(−) sample.

We additionally analyzed five previously unstudied genes whose introns satisfied our criteria for Class I mRNAs using the Broad Institute’s Integrative Genomics Viewer (Robinson *et al.* 2011), followed by confirmation with RT-PCR (Figure 4, C–F and Figure S2 in File S2). Regions of identified introns that satisfied the criteria for Class I NMD substrates were unambiguous. 

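In WBcel235, dpy-7 lies on the minus strand of chromosome X and has a single annotated intron of 179 nt, from 7537454 to 7537632. Exon 1 ends in ATAGAATGGGCTCCTTCAAG, and the intron begins with GTTGGTG followed by a further GT. Splicing at that GT, 7 nt downstream, would add GTTGGTG to exon 1 and leave an intron of 172 nt. An insertion of 7 nt shifts the reading frame by 1.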

For example, alternative splicing of *dpy-7* pre-mRNA utilizes an alternative 5′ splice site at the end of exon 1 that is seven nucleotides downstream of the annotated splice site, within the previously annotated intron. This variant mRNA is only detectable in a *smg*(-) strain and is strongly enriched in the mRNAs that copurify with SMG-2. 

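The N2 inputs held 45, 55 and 9 reads counted on the dpy-7 intron. Its abundance was 15.4 ± 9.2 (SD, n = 3) CPM of intron counts in N2 and 98.5 ± 23 (SD, n = 6) CPM in the mutants, a log2 fold change of 2.67 (standard error 0.49, edgeR FDR 0.009). The SMG-2 IP had 1990 ± 376 (SD, n = 3) CPM, a log2 fold change of 5.16 (standard error 0.28, edgeR FDR 7.1e-08) over the smg-1 input and 4.24 (standard error 0.35, edgeR FDR 1.5e-04) over the negative control IP. For the whole gene, the log2 fold change in the mutants was 0.32 (standard error 0.56, edgeR FDR 0.931). The counts cover the whole intron, and do not tell reads of the variant mRNA from reads of unspliced RNA.

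**Figure D2:**
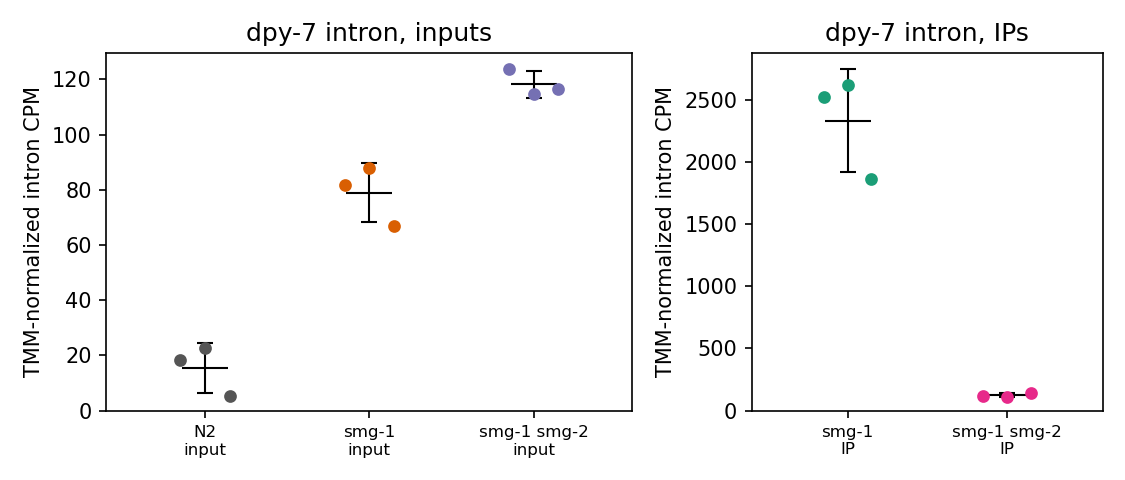
CPM of intron counts on the dpy-7 intron in each library of the inputs and of the IPs.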

Similarly, an alternatively spliced isoform of *R06C1.4* mRNA includes a portion of the previously annotated first intron. 

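The first intron of R06C1.4 (chromosome I, 11930835 to 11931333 in WBcel235, 499 nt) had 201 ± 46 (SD, n = 3) CPM of intron counts in N2 and 3466 ± 622 (SD, n = 6) CPM in the mutants, a log2 fold change of 4.11 (standard error 0.35, edgeR FDR 1.1e-04). In the SMG-2 IP its log2 fold change was 2.88 (standard error 0.26, edgeR FDR 1.6e-06) over the smg-1 input and 3.26 (standard error 0.35, edgeR FDR 3.1e-04) over the negative control IP. At the gene level, the log2 fold change in the mutants was 1.11 (standard error 0.36, edgeR FDR 0.139).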

Abundance of the alternatively spliced mRNA increases significantly in NMD-deficient mutants, and it copurifies with SMG-2. We identified a putative novel transcript in the NMD-deficient mutants between *deg-1* exons 14 and 15. 

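Intron 14 of deg-1, in the numbering of the deposited files, had 36.7 ± 9.5 (SD, n = 3) CPM of intron counts in N2 and 520 ± 128 (SD, n = 6) CPM in the mutants, a log2 fold change of 3.82 (standard error 0.39, edgeR FDR 2.9e-04). In the SMG-2 IP its log2 fold change was 2.04 (standard error 0.27, edgeR FDR 3.5e-05) over the smg-1 input and 2.87 (standard error 0.34, edgeR FDR 4.9e-04) over the negative control IP. Across the 9 inputs it held 53 to 1659 reads, and the exons of the whole gene held 217 to 513. At the gene level, the log2 fold change of deg-1 in the mutants was 0.44 (standard error 0.28, edgeR FDR 0.554). The deposited files hold 15 introns of deg-1 and the newer annotation 21, so no coordinates are given for this intron.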

Sequence reads aligning to four distinct areas of the intron are far more abundant than reads aligning to *deg-1* exons. Although PCR primers flanking the intron do not detect multiple isoforms, primers specific for the enriched intronic regions detect independent NMD-responsive RNAs. In total, we confirmed intronic sequences in *smg*(-) transcripts in four of the five NMD-affected introns that we analyzed (Figure 4, D and E and Figure S2 in File S2).

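Adding the 153 genes with a Class I intron outside Class I to the 660 Class I genes gave 813 genes in the deposited counts.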

We therefore added the 95 mRNAs identified as Class I substrates by intron-level analysis to the previous list of 585 high-confidence of NMD substrates, yielding a total high-confidence list of 680 mRNAs. Inclusion of these 95 additional mRNAs as Class I substrates did not significantly alter the enrichment of pseudogenes, gene families, or functional pathways discussed above.

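Of the 813 genes so combined, 182 were pseudogenes, or 22.4%, with 40 fbxa genes and 19 nhr genes. Against the 13011 genes tested in any of the 3 gene comparisons, which hold 800 of the 813, pseudogenes were enriched 5.89-fold (exact hypergeometric test, Bonferroni-corrected p of 6.5e-92), fbxa genes 5.66-fold (same exact test, 4.9e-20) and nhr genes 1.93-fold (same exact test, 8.8e-03). For Class I genes alone on this background, the enrichments were 6.65-fold, 6.51-fold and 2.09-fold.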

## Discussion

NMD regulates eukaryotic gene expression by identifying and degrading mRNAs containing PTCs. NMD was discovered by its effects on β-globin mRNA of patients with β^0^-thalassemia (Baserga and Benz 1988), but NMD affects expression of many normal (nonmutant) genes. By degrading aberrant mRNAs, NMD is a surveillance system that contributes to both the fidelity and precision of gene expression. Some NMD substrates likely result from errors of gene expression (for example, base misincorporation during transcription or use of inappropriate splice sites), but many others are purposeful aspects of regulated gene expression. For example, regulated alternative splicing and programmed translational frameshifting regulate the expression of many genes by eliciting NMD [reviewed in Lykke-Andersen and Jensen (2015)]. Previous investigations of several species demonstrate that expression of a significant fraction (4–25%) of total mRNAs increases when NMD is reduced or eliminated (He *et al.* 2003; Mendell *et al.* 2004; Rehwinkel *et al.* 2005; Metzstein and Krasnow 2006; Wittmann *et al.* 2006; Ramani *et al.* 2009; Yepiskoposyan *et al.* 2011; Rayson *et al.* 2012). Two issues persistently complicate such studies: (i) NMD is essential in many multicellular species, where its function can be reduced but not eliminated, and (ii) perturbing NMD has both direct and indirect effects on the abundance of mRNAs.

We describe an investigation designed to distinguish the direct substrates of NMD from the indirect effects of eliminating NMD in *C. elegans*, a species for which NMD is nonessential and can therefore be completely eliminated. We identified NMD direct substrates as those that meet two criteria: (i) their expression is increased in mutants that lack NMD, and (ii) they copurify with Upf1/SMG-2 from *smg-1*(−) mutants but not from *smg-1*(−) *smg-2*(−) double-mutant controls. We detected poly(A)^+^ mRNAs of 14,780 of the estimated 15,000 protein-coding genes expressed at the L4 larval stage. Expression of 699 (4.7%) of these genes was significantly increased in NMD-deficient mutants, a fraction that is low but within the range established by previous work in both *C. elegans* (Ramani *et al.* 2009) and other organisms (Mendell *et al.* 2004; Rehwinkel *et al.* 2005; Yepiskoposyan *et al.* 2011; Tani *et al.* 2012; Matia-Gonzalez *et al.* 2013; Chapin *et al.* 2014). A total of 84% of these genes (585 out of 699) proved to be direct substrates of NMD. The magnitude of indirect effects of eliminating NMD in *C. elegans* is remarkably low in our experiments, representing only 0.9% of total genes. Such indirect effects include the 65 Class III mRNAs (increased expression; not SMG-2-associated) and the 74 Class IV mRNAs (reduced expression; not SMG-2-associated).

The proportion of expression increases due to direct NMD effects in *C. elegans* is considerably higher than observed in other species. For example, approximately half of the mRNAs negatively regulated by NMD in yeast are direct effects (Guan *et al.* 2006; Johansson *et al.* 2007), and ∼1/4 in HeLa cells (Tani *et al.* 2012). The paucity of indirect effects in *C. elegans* could be a species-specific phenomenon, but our method of measuring SMG-2 copurification with target mRNAs may have contributed to improved accuracy of identifying direct effects. We measured such interactions by identifying mRNAs that copurify with SMG-2 in a *smg-1*(−) *smg-2*(*+*) genetic background. PTC-containing mRNAs are more abundant in *smg-1*(−) strains, and the association of SMG-2 with NMD substrates is stabilized in such mutants (Johns *et al.* 2007). *Smg-1*(−) mutations block NMD after PTC discrimination, after stable association of SMG-2 with PTC-containing mRNAs, but before mRNA degradation. Such effects make mRNA-SMG-2 interactions easier to detect. We further filtered out mRNAs that contaminate an immunopurification of SMG-using a *smg-1*(−) *smg-2*(−) double-mutant control.

Class II mRNAs are those that copurify with SMG-2 but whose expression is not significantly increased in NMD-deficient mutants. We identified 2003 such mRNAs, severalfold more than the 585 Class I direct substrates. Similar studies with other species consistently observe a large class of NMD substrates whose expression is not increased when NMD is reduced or eliminated (Johansson *et al.* 2007; Tani *et al.* 2012; Matia-Gonzalez *et al.* 2013; Chapin *et al.* 2014; Schmidt *et al.* 2015). Several phenomena likely contribute to the large number of Class II mRNAs:

1. Some Class II mRNAs are certainly *bona fide* NMD substrates, but their abundance does not increase sufficiently to meet statistical thresholds. 

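Of the 153 genes with a Class I intron outside Class I, 126 were tested at the gene level in the inputs, with a median log2 fold change of 0.11. Their 169 Class I introns had a median log2 fold change of 3.22. At the gene level 26 of them rose above 1.5-fold, without regard to the FDR. The paper counts mRNAs found by the intron criteria as substrates because of unproductive splicing and retained intron fragments. It explains the lack of a significant increase by the PTC-containing mRNAs being only part of each gene's mRNA.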

For example, the 95 Class II mRNAs discussed above are NMD substrates owing to unproductive alternative splicing and retention of intron fragments. Expression of such alternatively spliced genes is not significantly increased because, in each case, the PTC-containing mRNAs are only a fraction of total mRNA of the gene. Additional examples of such genes are likely included among Class II mRNAs.
2. Upf1/SMG-2 participates in mRNA turnover pathways in addition to NMD. For example, Upf1 directly interacts with the RNA-binding protein Staufen 1 during SMD (reviewed in Park and Maquat (2013)). Upf1:Staufen interactions localize Upf1 to Staufen-bound mRNAs, whereupon Upf1 triggers decay (Kim *et al.* 2005; Gong *et al.* 2009). Additionally, Upf1 is recruited to histone mRNAs and is required for replication-dependent histone mRNA decay (Kaygun and Marzluff 2005). Upf1 triggers decay in each case, but the mRNP complexes and mechanisms of activating decay are distinct from those of NMD. SMG-1 is reported to improve the efficiency of SMD in mammalian adipogenesis (Cho *et al.* 2013), but neither SMD nor histone mRNA decay is known to require NMD factors beyond Upf1. Thus, some Class II mRNAs likely reflect functions of Upf1 in other degradation pathways.
3. Upf1/SMG-2 associates weakly or transiently with all mRNAs, but its associations with PTC-containing mRNAs are strong and/or persistent (Johns *et al.* 2007; Lee *et al.* 2015; Durand *et al.* 2016). Transient interactions of Upf1/SMG-2 with PTC-free mRNAs may have been captured by our RIP-seq protocols. Such interactions would be absent in the *smg-1*(−) *smg-2*(−) double mutant, which was our control for specificity of SMG-2 purification. Perhaps many Class II mRNAs are simply normal (PTC-free) mRNAs for which PTC discrimination occurs more slowly than average and, hence, SMG-2 remains associated with the mRNA for a longer period of time than average during normal translation termination.

The 680 high-confidence substrates of *C. elegans* NMD are strongly enriched for three classes of genes: pseudogenes, nuclear hormone receptors (*nhr*), and F-box A (*fbxa*) proteins. Fully 22% of NMD substrates derive from expressed pseudogenes. The *C. elegans* genome contains an estimated 1658 pseudogenes (Yates *et al.* 2016), although the fraction of these that is expressed is uncertain. Two previous studies of 911 and 1293 *C. elegans* pseudogenes estimated that 16 and 25%, respectively, were represented in the RNA pool (Gerstein *et al.* 2010; Sisu *et al.* 2014). By extrapolation, between ∼250 and ∼400 total expressed *C. elegans* pseudogenes are predicted, of which we identified 131 as NMD substrates. *Fbxa* and *nhr* genes are particularly notable, as both families have undergone a remarkable and recent expansion of gene number in *C. elegans* (Sluder *et al.* 1999; Kipreos and Pagano 2000; Haerty *et al.* 2008; Taubert *et al.* 2011). The *C. elegans* genome contains 390 F-box protein genes, as compared with 43 in *Drosophila* and 71 in humans. Similarly, *C. elegans* contains 284 *nhr* genes, as compared with 21 in *Drosophila* and 48 in humans. We identified mRNAs of 36 of 222 *fbxa* genes (Bonferroni-corrected *P* = 4.7e-19) and 15 of 284 *nhr* genes (Bonferroni-corrected *P* = 1.5e-2) as NMD substrates. 

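In release 115, 52 of 222 fbxa genes and 14 of 284 nhr genes were annotated as pseudogenes. Of the 38 fbxa genes in Class I, 23 were pseudogenes, and of the 17 nhr genes, 3. The counts hold only reads that aligned to a single place, so identical stretches of family members contribute nothing to them.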

Our sequence tags often do not distinguish whether such *fbxa* and *nhr* substrates derive from pseudogenes or functional genes, but we note that annotated pseudogenes include 36 members of the *fbxa* and 10 members of the *nhr* families.

Although NMD is highly-conserved in all eukaryotes analyzed to date, NMD targets are not generally conserved in distantly related species. Of the 680 genes we identified as high-confidence NMD substrates, 199 have orthologs in yeast (Johansson *et al.* 2007), flies (Chapin *et al.* 2014), or mice (Hurt *et al.* 2013). Only five of these 199 genes are NMD substrates in both *C. elegans* and at least one other species. *him-14*, *gpx-4*, and their orthologs are NMD substrates in yeast (Johansson *et al.* 2007) and nematodes, while *lipl-4*, *ugt-60*, and their orthologs are NMD substrates in *Drosophila* (Chapin *et al.* 2014). 

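In the deposited counts, lipl-4 had a log2 fold change of 1.94 (standard error 0.25, edgeR FDR 0.001) in the mutants, and 2.65 (standard error 0.22, edgeR FDR 5.3e-05) and 2.88 (standard error 0.27, edgeR FDR 6.8e-04) in the SMG-2 IP over the smg-1 input and over the negative control IP. For gpx-4 the 3 values were 3.2 (standard error 0.68, edgeR FDR 0.020), 3.05 (standard error 0.29, edgeR FDR 1.1e-04) and 1.57 (standard error 0.58, edgeR FDR 0.070). For ugt-60 they were 1.48 (standard error 0.48, edgeR FDR 0.138), 2.81 (standard error 0.31, edgeR FDR 2.4e-04) and 1.57 (standard error 0.36, edgeR FDR 0.017). For him-14 the gene had a log2 fold change of 0.03 (standard error 0.21, edgeR FDR 1.000) in the mutants, and its intron 3, in the numbering of the deposited files, had 1.63 (standard error 0.39, edgeR FDR 0.036). The same intron had log2 fold changes in the SMG-2 IP of 1.84 (standard error 0.28, edgeR FDR 1.4e-04) and 1.72 (standard error 0.41, edgeR FDR 0.011).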

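The gene arrd-21, written aard-21 in the paper, had 1.15 ± 0.23 (SD, n = 3) CPM in N2 and 5.71 ± 1.2 (SD, n = 6) CPM in the mutants, a log2 fold change of 2.31 (standard error 0.27, edgeR FDR 7.6e-04). In the SMG-2 IP its log2 fold change was 3.34 (standard error 0.24, edgeR FDR 2.7e-05) over the smg-1 input and 2.82 (standard error 0.2, edgeR FDR 3.5e-04) over the negative control IP.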

Messenger RNAs of only a single gene, *aard-21* and orthologs, are NMD substrates in nematodes, flies, and mice (Hurt *et al.* 2013; Chapin *et al.* 2014). The structural features of NMD substrates, including pseudogene origins, PTCs resulting from alternative splicing, long 3′-UTRs, upstream open reading frames, *etc*. are conserved widely among eukaryotes. Nonetheless, individual genes are not typically conserved as NMD substrates outside of Mammalia (Rehwinkel *et al.* 2006; De Lima Morais and Harrison 2010). The lack of evolutionarily conserved substrates highlights that a pathway such as NMD can play important roles in species-specific functions and organismal evolution.

The remarkable number of NMD substrates derived from expressed pseudogenes suggests an important role for NMD in genome evolution. Pseudogenes that derive from complete gene duplications or amplifications begin their existence as functionally redundant genes. Such genes accumulate spontaneous mutations, including nonsense and frameshift alleles that render their mRNAs sensitive to NMD. Such pseudogenes will likely be transcribed and translated until their promoters decay by mutation or they are silenced epigenetically. Expressed pseudogenes are not constrained to produce functional proteins, but they are constrained to avoid expressing disruptive proteins or protein fragments. Most pseudogenes evolve neutrally, but some exhibit unexpected evolutionary constraints (Balakirev and Ayala 2003). Translation of pseudogene mRNAs is potentially deleterious, as exemplified by the phenomenon of NMD-dependent dominance. Certain *C. elegans* nonsense alleles are recessive in NMD-proficient genetic backgrounds, but they are strongly dominant in NMD-deficient backgrounds (Pulak and Anderson 1993; Cali and Anderson 1998). We suggest that NMD protects organisms from such disruptive effects by degrading pseudogene mRNAs, thereby modifying phenotypes. Potentially deleterious nonsense or frameshift alleles are recessive (instead of dominant) as heterozygotes and less deleterious as homozygotes in NMD-proficient genetic backgrounds. This effect is analogous to the role of NMD in masking the dominant phenotypes of certain heritable diseases (Miller and Pearce 2014). NMD may allow expressed pseudogenes to evolve neutrally and to persist for a greater number of generations in a population. Their persistence increases opportunities for acquiring new functions, such as evolving to become long noncoding RNAs (Grander and Johnsson 2016) or contributing sequence variation to functional genes via gene conversion (Balakirev and Ayala 2003).

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300254/-/DC1.

Click here for additional data file.

Click here for additional data file.

# Supplementary material for: The Substrates of Nonsense-Mediated mRNA Decay in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2017 Nov 9;8(1):195–205. doi: 10.1534/g3.117.300254
**Supplement:** Supplementary file 2

Supplementary Materials

Primer Sequences

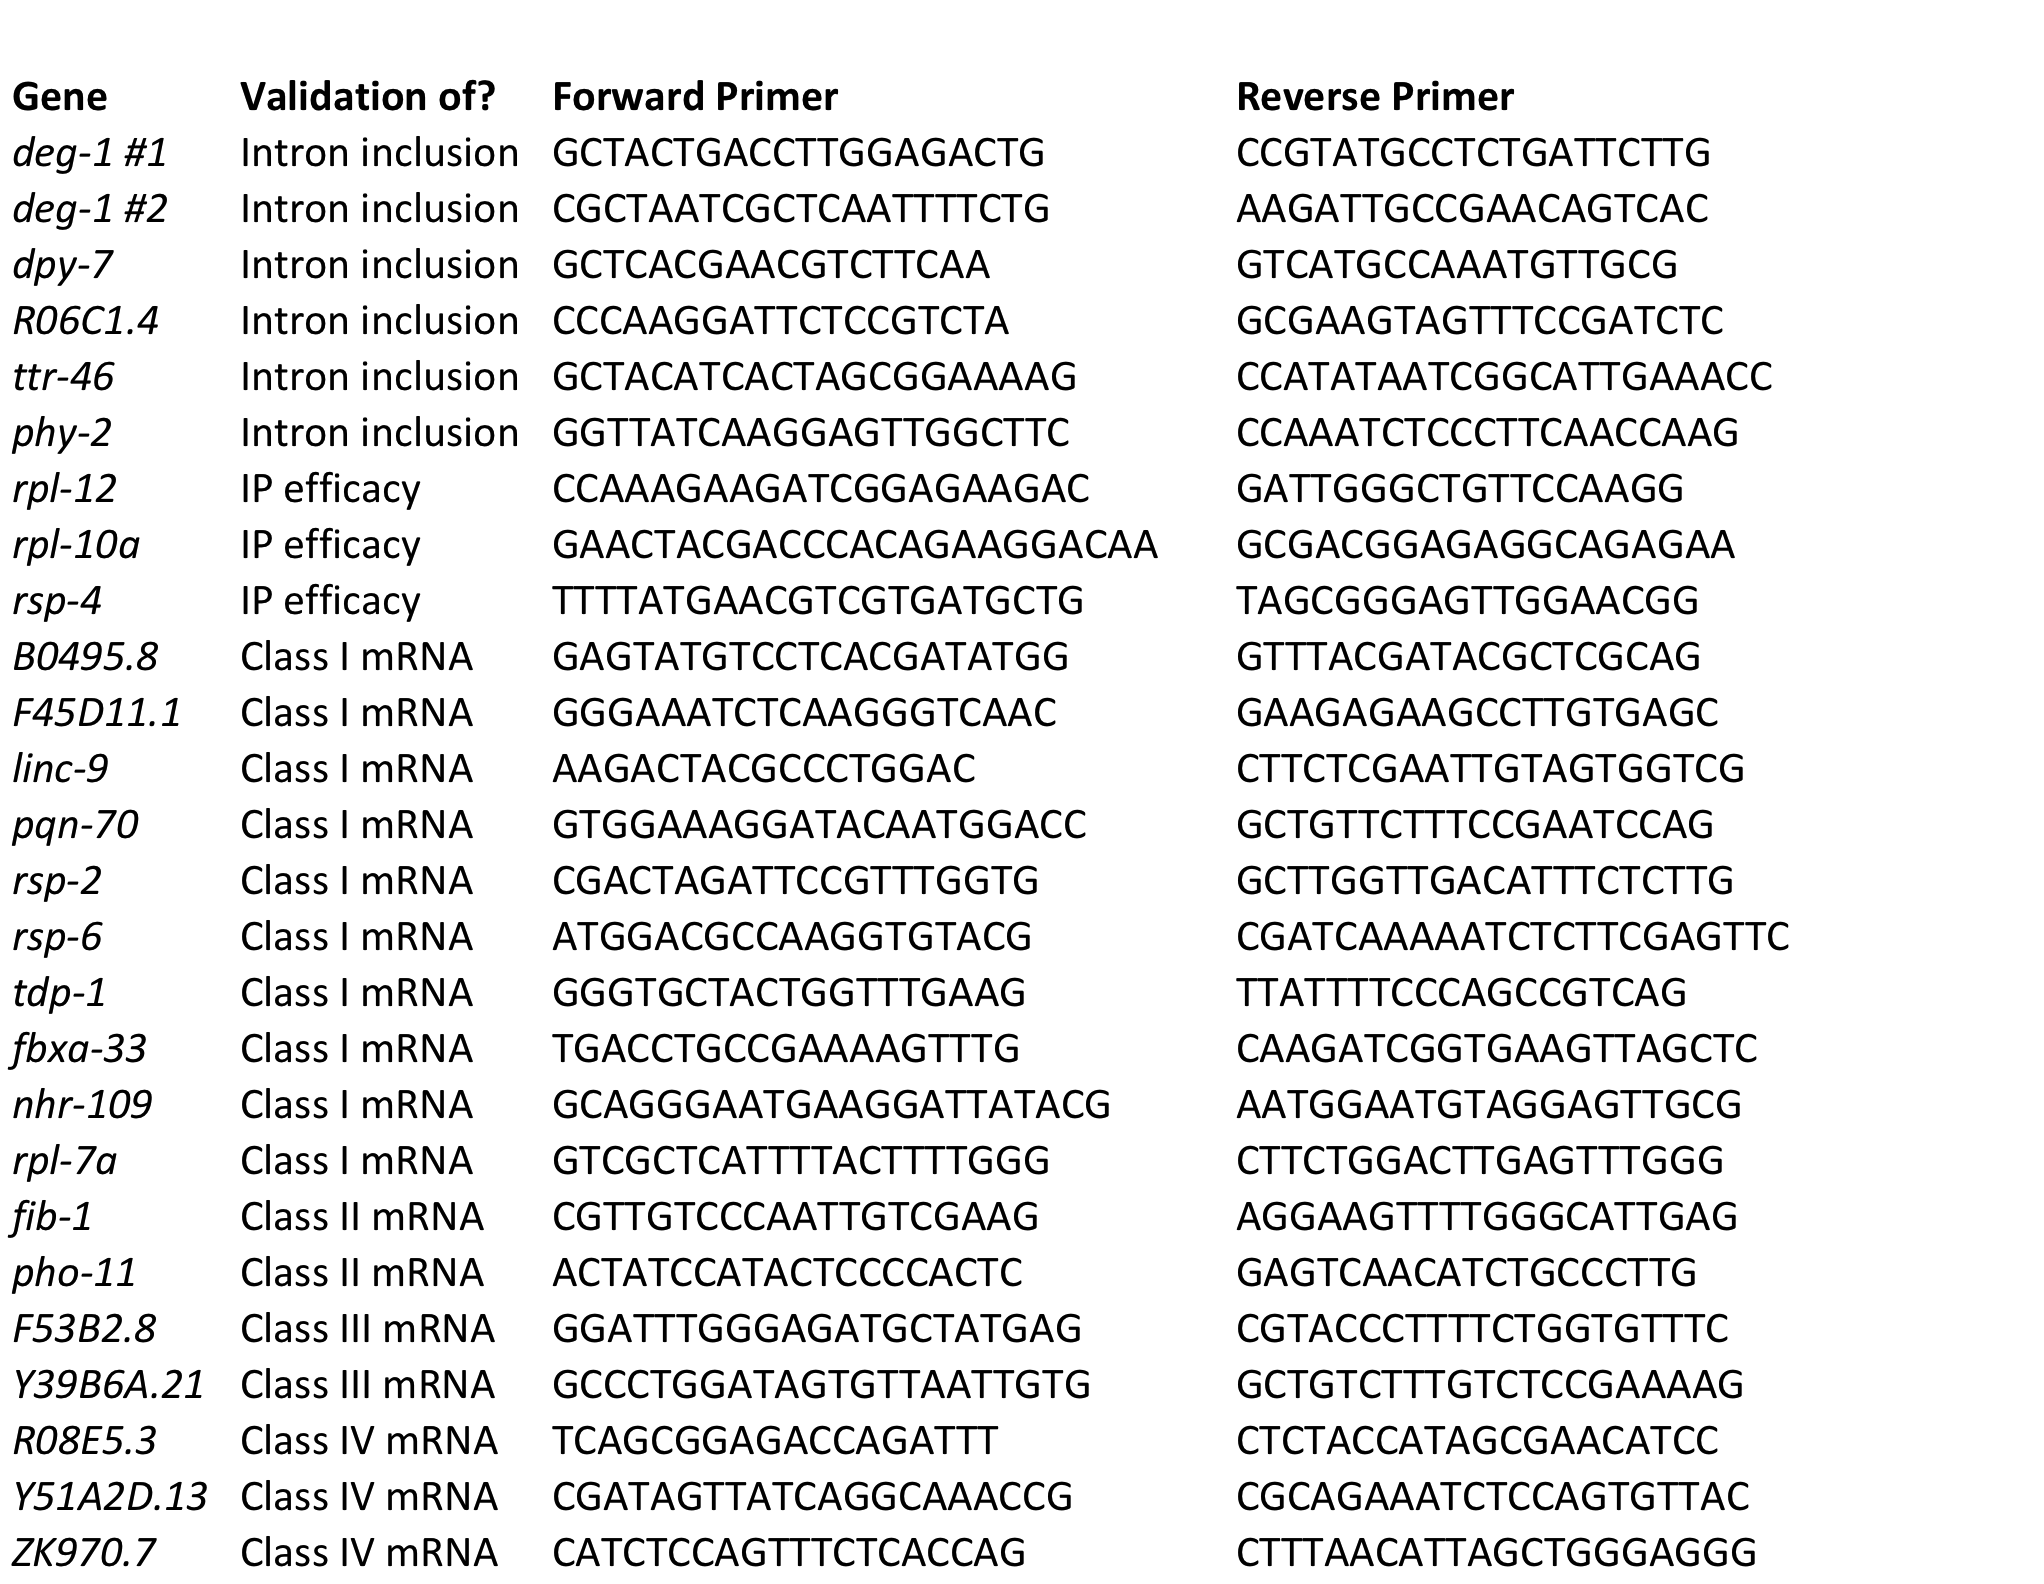

**File S1: Summary of Class I – Class IV RNAs**

File S1 contains a list of RNAs belonging to each of the classifications discussed in the manuscript. Gene IDs and log_2_ fold changes for each of the three major comparisons are provided.

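Log2 fold changes derived here from the deposited counts were compared with those listed in File S1 for genes found in both. Within each class and each of the 3 comparisons, the correlation rounded to 1.0. In the mutant comparison this covered 518 of the paper's 585 Class I genes, 1465 of 1999 in Class II and 42 of 66 in Class IV. Genes below the expression minimum in the inputs here counted as not increased. Of the paper's Class I genes, 479 were in Class I from the deposited counts, 83 in Class II, 2 in Class III and 21 in no class. Only 33 of them were tested and not increased, all with a fold change above 1.5 and a median FDR of 0.089. Of the 1999 Class II genes that could be read from the list, 1408 were in Class II, 175 in Class I, 1 in Class IV and 415 in no class. Of the paper's 65 Class III genes, 46 were in Class III and 19 in no class. Of its 66 Class IV genes, 24 were in Class IV and 42 in no class.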

**Figure S1: Statistical overrepresentation of gene classes among genes affected by NMD**

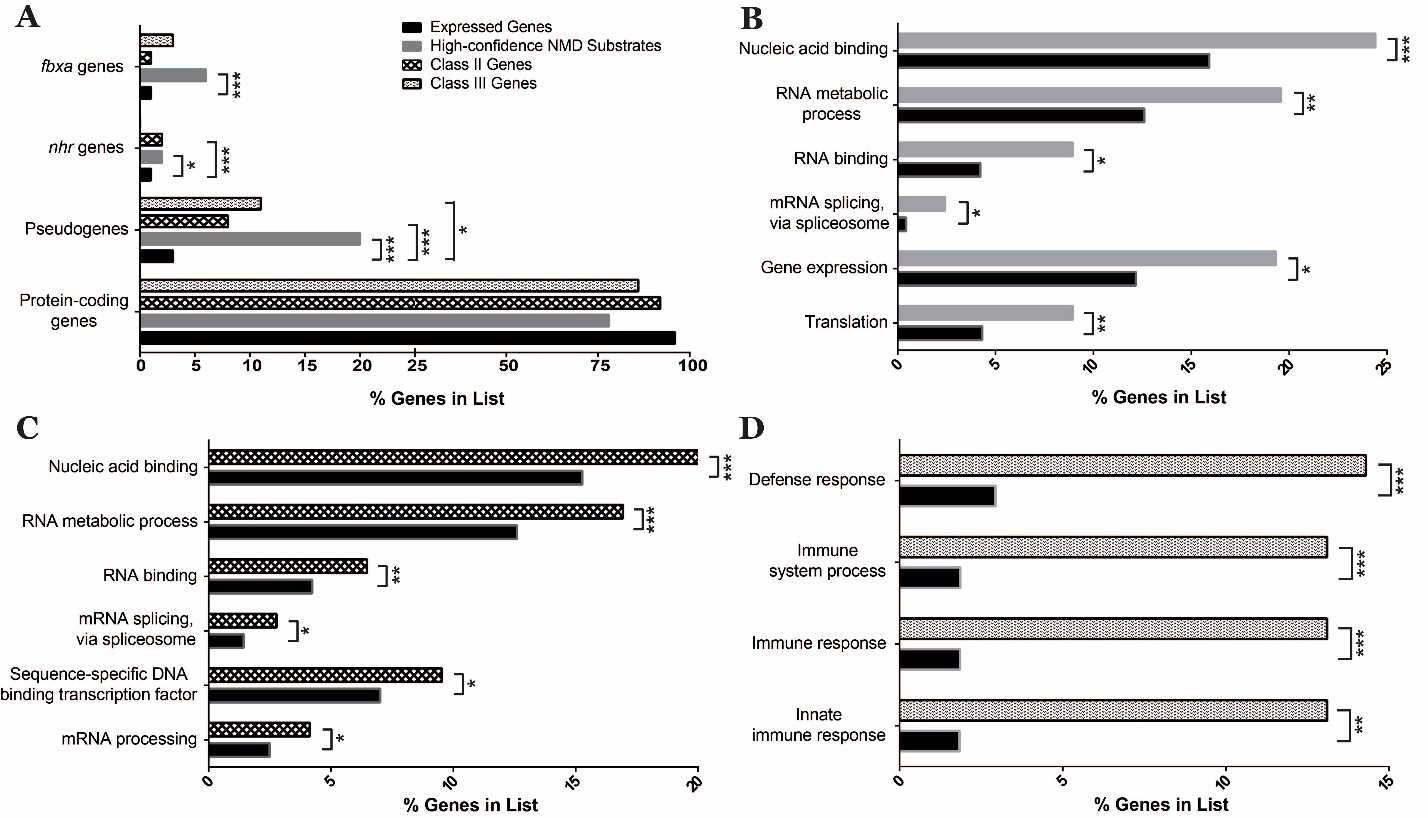

(A) Abundance of gene classes and gene types represented by Class I (“High-confidence NMD Substrates”), II, and III features compared to all expressed genes. P-values are derived from Bonferroni-corrected hypergeometric tests. (B-D) Abundance of GO terms found for (B) Class I, (C) Class II, and (D) Combined Indirect Effect (Class III & IV) lists, compared to expressed genes. P-values are derived from Bonferroni-corrected binomial tests, as performed by PANTHER’s Statistical Overrepresentation function. Asterisks indicate significance: * *p*<0.05, ** *p*<0.01, ****p*<0.001

**Figure S2: Differential expression of intronic sequence identifies more NMD substrates**

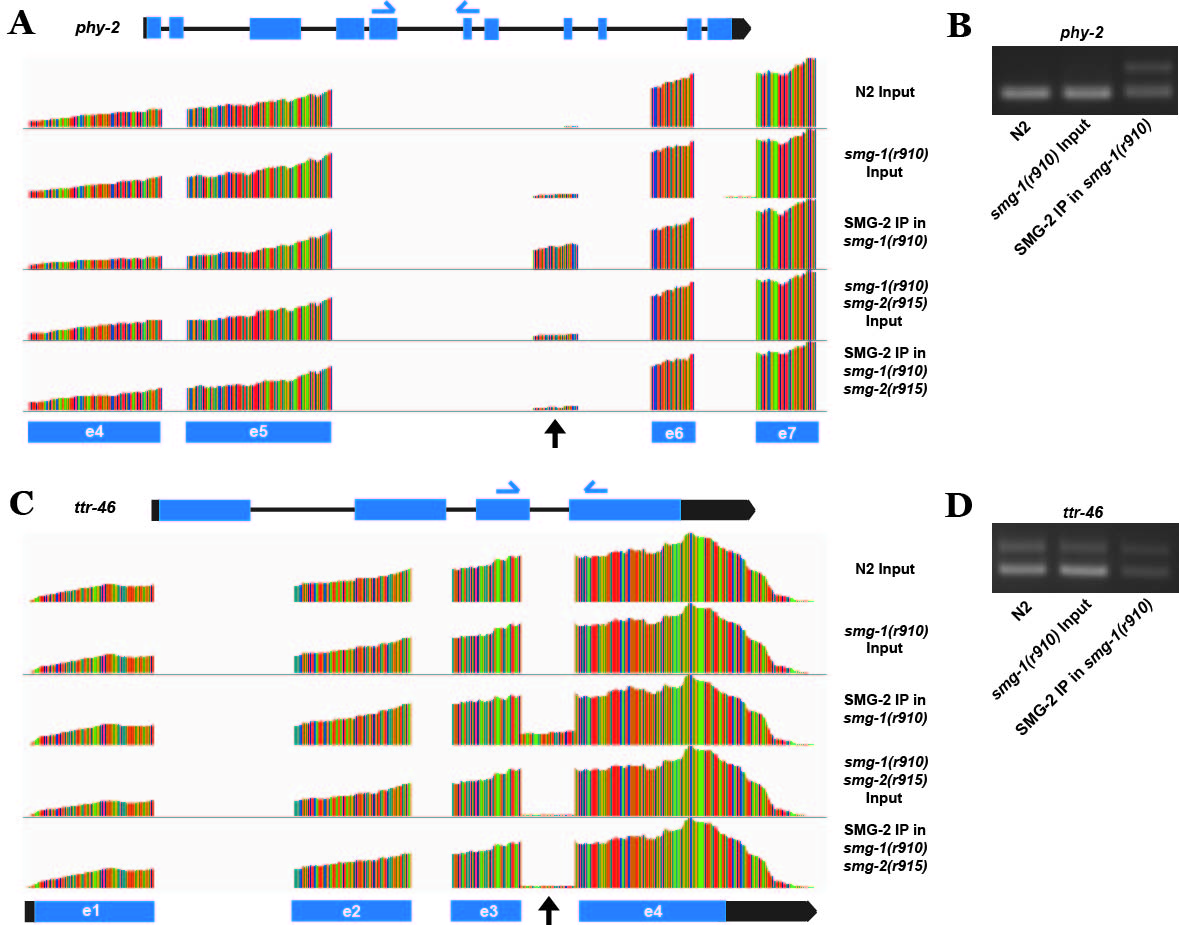

(A & C) Relative sequencing coverage shown by IGV plots for two additional genes containing Class I Introns: *phy-2* and *ttr-46*, respectively*.* Gene diagrams are shown below coverage plots. Colored bar height indicates relative sequencing coverage. Blue half arrows mark placement of primers for PCR validation. Black arrows indicate intronic regions that demonstrate increased expression in NMD(-) samples and enrichment in the SMG-2 IP. (B & D) PCR validation for Class I Introns. Primers were designed to span expressed introns for *phy-2* and *ttr-46*. Upper bands for these genes indicate that a portion of the intron was included in the mature transcripts present in the *smg-1(r910)* input sample and enriched in the SMG-2 IP.

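Intron 6 of phy-2 in the numbering of the deposited files (chromosome IV, 12213431 to 12213966 in WBcel235) had a log2 fold change of 2.48 (standard error 0.49, edgeR FDR 0.014) in the mutants compared with N2. Its abundance was 10.1 ± 3.9 (SD, n = 3) CPM of intron counts in N2 and 56.1 ± 26 (SD, n = 6) CPM in the mutants. In the SMG-2 IP its log2 fold change was 2.92 (standard error 0.31, edgeR FDR 5.2e-06) over the smg-1 input and 3.31 (standard error 0.4, edgeR FDR 5.3e-04) over the negative control IP. Intron 3 of ttr-46 had 34.7 ± 17 (SD, n = 3) and 91.8 ± 33 (SD, n = 6) CPM in N2 and the mutants, a log2 fold change of 1.4 (standard error 0.44, edgeR FDR 0.146), and 1.8 (standard error 0.3, edgeR FDR 2.7e-04) and 1.59 (standard error 0.44, edgeR FDR 0.019) in the SMG-2 IP comparisons.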

How the deposited data were processed for this re-analysis (not part of the article)

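RNA was measured in 15 libraries, made of 3 biological replicates each of the N2, smg-1 and smg-1 smg-2 inputs, the SMG-2 IP from smg-1 and the negative control IP from smg-1 smg-2, all from whole animals grown to the L4 stage. The authors selected poly(A) RNA, made single-end libraries that were not strand-specific, trimmed the reads with Trimmomatic, aligned them to WBcel235 with Tophat2, and counted them with htseq-count on the genes of an Ensembl annotation and on introns derived from its merged exons. The authors deposited 1 file of raw counts per library for genes and 1 for introns, without normalization. Reads aligned to more than 1 place and reads on more than 1 feature were left out of these counts, and their totals stand at the end of each file.

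All values given with the article were computed from these counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and data.table 1.17.8; DESeq2 1.42.0 was used for an alternative. Tables, enrichment tests and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each comparison was fitted on the libraries it concerns, with TMM normalization, estimateDisp, glmQLFit and glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method. Features with at least 3 CPM in at least 3 libraries of the fit were tested. An FDR below 0.05 was required, with a fold change above 1.5 for the mutants compared with N2 and of at least 2 for the IP comparisons. Values in CPM are means of TMM-normalized values, with the SD over libraries. The standard error of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. It is thus derived from the test, and for features with few counts it depends on the prior count as the fold change does.

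The comparisons were the 6 mutant inputs with the 3 N2 inputs, the SMG-2 IP with the smg-1 input, and the SMG-2 IP with the negative control IP. In addition, each mutant was compared with N2, the mutants with each other, and the negative control IP with its own input. Genes past both SMG-2 IP comparisons are called SMG-2-associated. Class I genes were increased in the mutants and SMG-2-associated, Class II genes were SMG-2-associated and not increased, with genes not tested in the inputs counted as not increased, and Class III and Class IV genes were increased or decreased and enriched in neither IP comparison. The same steps were applied to introns. Enrichment of pseudogenes and gene families was tested by the one-sided hypergeometric test with Bonferroni correction over 11 biotypes or 2 families.

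The authors' annotation file was not in the files analysed here. Biotypes and intron positions were taken from Ensembl release 115, with RefSeq biotypes for genes without one there. Gene names and gene positions came from the RefSeq annotation of WBcel235 (WormBase release 298), and from release 115 for genes it lacks. Of the 46726 genes in the gene files, those without a name in either took the name in File S1, or else kept their identifier. Release 115 has the same number of introns as the intron files for 16931 of 21407 genes with introns, and intron positions are given only for such genes. The features named in the text include genes named in the paper, though not all of them, and their introns. They also include the Class I genes of noncoding RNA. For each test, the 5 features with the largest fold change past its thresholds whose libraries did not overlap between the groups were added.

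Between 38088192 and 112737023 reads per library were counted on genes, and between 1007482 and 3028282 on introns. The smallest abundance that 3 counts can show is between 0.0266 and 0.0788 CPM of gene counts, depending on the library. With 3 replicates per group, the smallest share that exchanging 3 libraries with 3 can give is 1 of 10 splits. The fits were tested on simulated data with 200 changed features: at the dispersion of these libraries between 10.5% and 66.7% of changed genes were found, and at most 8.3% of the genes called were false. For introns, whose counts are lower, it was between 0% and 43%, with at most 6.1% false. With the dispersion divided by 10, at least 89.3% of the changed genes and 62% of the changed introns were found.

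The alternatives were edgeR's exact and likelihood ratio tests, DESeq2, DESeq2's size factors in edgeR, library size without normalization factors, expression minimums of 1 CPM in 3 libraries, 3 CPM in every library and none, replicate number as a block, glmTreat, a model with 3 groups, each mutant tested separately, an interaction over the IPs and inputs of both mutants, a looser rule for Classes III and IV, gene-level library sizes for introns, another background and the paper's classes for the enrichment tests, and each library left out in turn. A covariate for the main axis of variation of the inputs was added after the values had been seen.

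No library was left out. The qRT-PCR and RT-PCR measurements are not in the files analysed here. Gene ontology enrichment was not analysed here, because the annotation at hand holds no ontology terms, and isoforms were not analysed because the files hold counts of whole genes and whole introns only.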

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

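For 9 of 102 named genes and introns, 1 of the 6 mutant inputs lay far from the other 5, as judged by the gap to its neighbour as a share of the range (Dixon's test). In the gene counts, rsp-4 had 80.7 CPM in smg-1 input 3 against 104 to 116 CPM in the others (share of the range 0.666). The decreased genes F53A9.6, F48C1.11 and Y39A3B.7 had 0.152 CPM in smg-1 smg-2 input 3 against 0 to 0.0413 CPM in the others (share of the range 0.728), 0.404 CPM in smg-1 smg-2 input 3 against 0.0413 to 0.157 CPM in the others (share of the range 0.681) and 0.131 CPM in smg-1 smg-2 input 3 against 0 to 0.0491 CPM in the others (share of the range 0.626), respectively. In the intron counts, deg-1 intron 8 had 0.351 CPM in smg-1 input 3 against 3.9 to 5.91 CPM in the others (share of the range 0.638), and rpl-7a intron 4 had 17.2 CPM in smg-1 input 3 against 38.8 to 46.8 CPM in the others (share of the range 0.73). For him-14 intron 3 the values were 765 CPM in smg-1 smg-2 input 2 against 268 to 440 CPM in the others (share of the range 0.655), and for nhr-109 intron 4 they were 78.1 CPM in smg-1 smg-2 input 3 against 54 to 61.6 CPM in the others (share of the range 0.684). Intron 2 of rsp-4 had 431 CPM in smg-1 smg-2 input 3 against 275 to 308 CPM in the others (share of the range 0.783). Of these, 3 were in smg-1 input 3, 1 in smg-1 smg-2 input 2 and 5 in smg-1 smg-2 input 3.

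Chance alone would give 5.1 such features, and the exact binomial probability of at least 9 is 0.07, so chance is not excluded. On the log2 scale, which would remove an effect of the linear scale of CPM, 6 of the 9 remained. When the main axis of the 9 inputs was also removed on that scale, 0 of these 6 remained, but 2 others, him-14 intron 3 and Y39A3B.7, passed the critical value only then, so that 2 features in all were past it without the axis. The axis is estimated from the same libraries, and smg-1 smg-2 input 3, which holds 5 of the 9, has its most extreme score (−0.7004), so removing the axis is bound to change that library most. Low counts, fewer than 10 in that library or in all others, held for 3 of them. Library size was tested by asking whether the library had the highest or lowest gene counts of the 6, which held for 1 of the 3 libraries. Chance therefore remains as an explanation and the axis is not excluded, and since the libraries of a genotype are replicates, the design gives no biological explanation for a single one.

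The enrichment of the IP over its input differed between the genotypes for 2236 genes, larger in smg-1 than in smg-1 smg-2, and for 864 in the other direction, out of 13054 tested by an interaction term. Of the former, 2007 were also SMG-2-associated by the 2 comparisons of the paper. Among the 10 ways of splitting the 6 pairs of IP and input into groups of 3, 1 gave as many genes, the real one, and the highest other gave 0; since 10 splits cannot give a smaller share than 1 in 10, the count alone cannot set the real split apart from chance. A difference in depth between the IPs was tested by thinning every library to the same total of 38088192 counts, which left 2240 genes. A few genes taking most of the counts were tested by removing the 10 most counted genes of each library, 21 in all, which left 2350. A mislabelled IP was tested on the known substrates rpl-7a, rpl-12, rsp-2, rsp-4, rsp-6 and rpl-1. Of these, 6 of 6 had every smg-1 ratio above every smg-1 smg-2 ratio. The paper found 1 of its known substrates not SMG-2-associated and does not name it, so that gene was not tested here by name. Binding of RNA by SMG-2, which only smg-1 animals have, is the biological difference between the groups and remains as a hypothesis. The IPs also differed in the amount of RNA put into the libraries, which follows genotype and was not tested, and neither were gene length and GC content.

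The paper's methods describe comparing IP samples with their paired samples, but no result is reported for the negative control IP against its own input. Without a block, 0 genes were enriched there; with replicate number as a block, 3 were enriched and 10 depleted, where the SMG-2 IP had 2991 genes enriched over its input. Libraries of the negative control IP and its input with the same number had a mean correlation of 0.95 after removing group means, and those with different numbers −0.413. Low counts were tested by the abundance in the input: the median of the other genes was 6.04 times that of the enriched genes. Short genes were tested by summed exon length, where the enriched genes had 0.43 times the median of the others. A background shared with the SMG-2 IP was tested by overlap, and 0.0% of the enriched genes were also enriched in the SMG-2 IP over input. Low abundance and short length remain as explanations, and with so few genes no biological explanation was tested.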

How the results depend on the processing

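The alternatives were chosen before the processed files arrived, except the covariate named as such. Under every alternative, the number of genes enriched in the SMG-2 IP over input stayed within 1.5 times its main value, and the enrichments of pseudogenes among Class I genes, fbxa genes among Class I genes and pseudogenes among Class II genes stayed past the threshold of their test. Their size changed, most for pseudogenes among Class I genes, from 8.16-fold to 3.82-fold with all genes with a count as the background. Of the headline rows, 241 outside the fits with a library left out were the same, 53 moved and 3 were weaker. Main values are given in parentheses.

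When a change was required in each mutant separately, where each test has 3 libraries against 3, there were 412 genes increased in the mutants (784), 10 genes decreased in the mutants (46), 366 Class I genes (660), 29 Class III genes (84), 10 Class IV genes (40), 68 introns increased in the mutants (388), 62 Class I introns (297) and 60 genes with a Class I intron (258), which could follow from the smaller number of libraries per test. With glmTreat, which asks for evidence that the fold change exceeds the threshold and not only 0, there were 20 genes decreased in the mutants (46), 1383 genes enriched over the negative control IP (2327), 1368 SMG-2-associated genes (2248), 399 Class I genes (660), 969 Class II genes (1588), 18 Class IV genes (40), 352 genes increased in smg-1 (537), a 2.03-fold enrichment of nhr genes among Class I genes (2.09) and a 1.26-fold enrichment of nhr genes among Class II genes (2.0), as a stricter null hypothesis could give.

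Normalizing by library size only, without TMM factors, left 1527 genes enriched over the negative control IP (2327), 1486 SMG-2-associated genes (2248), 911 Class II genes (1588), 133 Class III genes (84), 1483 introns enriched over input (2351), 701 introns enriched over the negative control IP (1788), 169 Class I introns (297), 150 genes with a Class I intron (258) and a 1.83-fold enrichment of nhr genes among Class I genes (2.09), and this could come from the difference in composition between IPs and inputs that TMM factors remove. DESeq2 gave 95 genes decreased in the mutants (46), 87 Class IV genes (40), 614 introns increased in the mutants (388), 839 genes increased in smg-1 (537), 783 genes increased in smg-1 smg-2 (480) and 17 genes differing between the mutants (0), where its dispersion estimates and Wald test could be less conservative with few replicates. The exact test, which compares counts given their sum and leaves out the quasi-likelihood step, gave 51 Class III genes (84). The likelihood ratio test, which leaves out the uncertainty of the dispersion, gave 607 introns increased in the mutants (388).

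An expression minimum of 1 CPM in 3 libraries gave 75 genes decreased in the mutants (46) and 68 Class IV genes (40). No expression minimum gave 98 genes decreased in the mutants (46) and 85 Class IV genes (40). Both admit genes of low abundance. With 3 CPM required in every library, which removes features absent from one group, there were 29 genes decreased in the mutants (46), 219 introns increased in the mutants (388), 951 introns enriched over input (2351), 667 introns enriched over the negative control IP (1788), 141 Class I introns (297), 129 genes with a Class I intron (258) and 356 genes increased in smg-1 (537). With the library sizes of the gene counts, intron counts keep differences in the total share of intron reads. The 3 CPM minimum then also refers to gene totals, and was 114 to 338 counts of an intron, depending on the library. There were 131 introns increased in the mutants (388), 386 enriched over input (2351) and 367 enriched over the negative control IP (1788). Class I then held 103 introns (297), in 95 genes (258). The higher minimum removes introns of low count, so these numbers do not show the effect of the intron share alone.

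With replicate number as a block, which spends degrees of freedom, there were 330 genes increased in smg-1 (537), 0 genes increased in smg-1 smg-2 (480) and 3 genes enriched in the negative control IP over its input (0). The covariate for the main axis of the inputs, chosen after seeing the data, gave 168 genes decreased in the mutants (46), 135 Class III genes (84) and 157 Class IV genes (40). Both change the residual variance against which the mutants are tested, and libraries of smg-1 smg-2 and N2 with the same number had a mean correlation of −0.285, so the block could remove little variance there.

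With each library left out in turn, the results that moved ranged from 28 to 89 for genes decreased in the mutants, 23 to 82 for Class IV genes, 227 to 387 for introns increased in the mutants, 973 to 2346 for introns enriched over the negative control IP, 183 to 316 for Class I introns, 159 to 277 for genes with a Class I intron, 219 to 656 for genes increased in smg-1, 137 to 325 for genes increased in smg-1 smg-2 and 1.69 to 2.3 for nhr genes among Class I genes.

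Among log2 fold changes of named features, 116 rows were weaker and 75 stronger under an alternative, and 198 weaker and 22 stronger with a library left out. A single row reversed: with library size only, the log2 fold change of linc-9 intron 1 in the SMG-2 IP over the negative control IP was −0.018, against 1.42. Depth limits the introns most, since 3 CPM of an intron is 3.0 to 9.1 counts, so introns absent from a group are judged on few counts.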

Differences from the paper's values

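The limit used was a factor of 1.5 between the paper's value and the value derived here. The tallies of alternatives below count every planned setting and every left-out library. Some do not enter a given comparison, such as a left-out IP library where only inputs are compared. These cannot change the value, and are counted among those that did not close the gap.

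From the deposited counts, 46 genes were decreased in the mutants, against the paper's 74. Of 30 alternatives set before the files arrived, 8 closed the gap, namely DESeq2 (95), a minimum of 1 CPM in 3 libraries (75), edgeR's likelihood ratio test (62), no expression minimum (98) and replicate number as a block (62), as well as leaving out N2 input replicate 1 (89), smg-1 input replicate 3 (68) and smg-1 smg-2 input replicate 3 (69), and the other 22 did not. Here, 40 genes were in Class IV, against the paper's 66. The gap was closed by DESeq2 (87), a minimum of 1 CPM in 3 libraries (68), edgeR's likelihood ratio test (55), no expression minimum (85) and replicate number as a block (56), as well as leaving out N2 input replicate 1 (82), smg-1 input replicate 3 (63) and smg-1 smg-2 input replicate 3 (63), 8 of the 30 alternatives set before the files arrived, and not by the other 22.

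The hypergeometric test, which is exact, gave a Bonferroni-corrected p of 3.2e-111 for pseudogenes among Class I genes, against the paper's 2.0e-82. None of the 32 alternatives set before the files arrived closed the gap. All of them used the newer biotypes, with which the paper's own Class I genes gave 2.7e-146 by the same exact test. They could therefore not remove a difference in annotation. The hypergeometric test, which is exact, gave a Bonferroni-corrected p of 1.1e-21 for fbxa genes among Class I genes, against the paper's 4.7e-19. Of 32 alternatives set before the files arrived, 2 closed the gap, namely a minimum of 1 CPM in 3 libraries (5.7e-19) and glmTreat (4.4e-19), and the other 30 did not. The hypergeometric test, which is exact, gave a Bonferroni-corrected p of 6.4e-03 for nhr genes among Class I genes, against the paper's 1.5e-2. The gap was closed by edgeR's exact test (1.0e-02) and the paper's classes (1.2e-02), as well as leaving out smg-1 input replicate 3 (1.7e-02) and smg-1 smg-2 input replicate 1 (2.0e-02) and 3 (1.5e-02), 5 of the 32 alternatives set before the files arrived, and not by the other 27. The hypergeometric test, which is exact, gave a Bonferroni-corrected p of 2.0e-25 for pseudogenes among Class II genes, against the paper's 5.3e-38. None of the 32 alternatives set before the files arrived closed the gap. With the newer biotypes, the paper's own Class II genes gave 1.7e-47 by the same exact test.

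From the deposited counts, 388 introns were increased in the mutants, against the paper's 247. Of 30 alternatives set before the files arrived, 13 closed the gap, namely the 3-group model (328), a minimum of 3 CPM in every library (219), glmTreat (297), library size only (310) and replicate number as a block (312), as well as leaving out N2 input replicate 1 (227), 2 (297) and 3 (277), smg-1 input replicate 1 (308), 2 (298) and 3 (319) and smg-1 smg-2 input replicate 1 (317) and 2 (322), and the other 17 did not. Here, 343 genes had an increased intron, against the paper's 220. The gap was closed by the 3-group model (288), DESeq2 size factors in edgeR (330), a minimum of 3 CPM in every library (202), glmTreat (261), library size only (273) and replicate number as a block (274), as well as leaving out N2 input replicate 1 (201), 2 (265) and 3 (246), smg-1 input replicate 1 (270), 2 (263) and 3 (281) and smg-1 smg-2 input replicate 1 (279) and 2 (283), 14 of the 30 alternatives set before the files arrived, and not by the other 16.

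From the deposited counts, 1664 introns were SMG-2-associated, against the paper's 737. Set before the files arrived, 5 alternatives closed the gap, a minimum of 3 CPM in every library (551), glmTreat (1102) and library size only (668), as well as leaving out smg-1 IP replicate 1 (959) and 3 (1001), and the other 25 of 30 did not. Here, 1344 genes had an SMG-2-associated intron, against the paper's 630. Of 30 alternatives set before the files arrived, 5 closed the gap, namely a minimum of 3 CPM in every library (476), glmTreat (909) and library size only (560), as well as leaving out smg-1 IP replicate 1 (800) and 3 (830), and the other 25 did not.

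From the deposited counts, 297 introns were in Class I, against the paper's 191. The gap was closed by the 3-group model (256), a minimum of 3 CPM in every library (141), glmTreat (198), library size only (169) and replicate number as a block (240), as well as leaving out N2 input replicate 1 (183), 2 (239) and 3 (218), smg-1 IP replicate 1 (251), 2 (276) and 3 (259), smg-1 input replicate 1 (240), 2 (236) and 3 (246), smg-1 smg-2 IP replicate 1 (280) and smg-1 smg-2 input replicate 1 (250) and 2 (251), 17 of the 30 alternatives set before the files arrived, and not by the other 13. Here, 258 genes had a Class I intron, against the paper's 171. Set before the files arrived, 19 alternatives closed the gap, the 3-group model (222), DESeq2 size factors in edgeR (250), a minimum of 3 CPM in every library (129), glmTreat (173), library size only (150) and replicate number as a block (210), as well as leaving out N2 input replicate 1 (159), 2 (210) and 3 (194), smg-1 IP replicate 1 (220), 2 (242) and 3 (228), smg-1 input replicate 1 (209), 2 (206) and 3 (216), smg-1 smg-2 IP replicate 1 (243) and smg-1 smg-2 input replicate 1 (218), 2 (217) and 3 (256), and the other 11 of 30 did not.

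From the deposited counts, 63 genes with a Class I intron were Class II genes, against the paper's 39. Of 30 alternatives set before the files arrived, 17 closed the gap, namely the 3-group model (51), a minimum of 1 CPM in 3 libraries (56), a minimum of 3 CPM in every library (36), glmTreat (44), library size only (33) and replicate number as a block (45), as well as leaving out N2 input replicate 1 (43), 2 (42) and 3 (55), smg-1 IP replicate 1 (51) and 2 (57), smg-1 input replicate 1 (47), 2 (45) and 3 (47), smg-1 smg-2 IP replicate 1 (55) and smg-1 smg-2 input replicate 1 (54) and 2 (48), and the other 13 did not. Here, 153 genes with a Class I intron were outside Class I, against the paper's 95. The gap was closed by the 3-group model (124), a minimum of 1 CPM in 3 libraries (142), a minimum of 3 CPM in every library (83), glmTreat (103), library size only (73) and replicate number as a block (117), as well as leaving out N2 input replicate 1 (93), 2 (106) and 3 (115), smg-1 IP replicate 1 (128), 2 (140) and 3 (134), smg-1 input replicate 1 (119), 2 (117) and 3 (121), smg-1 smg-2 IP replicate 1 (142) and smg-1 smg-2 input replicate 1 (124) and 2 (120), 18 of the 30 alternatives set before the files arrived, and not by the other 12.

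Some statements about single genes were not met by the deposited counts at the main setting. The paper names ttr-46 among the genes with an NMD-affected intron; its intron 3 had a log2 fold change of 1.4 (standard error 0.44, edgeR FDR 0.146) in the mutants and did not reach the FDR threshold. The paper gives Y51A2D.13 as decreased, and it had a log2 fold change of −2.16 (standard error 0.57, edgeR FDR 0.062). The paper places R08E5.3 in Class IV; here it was decreased but was also enriched in the SMG-2 IP over the smg-1 input, with a log2 fold change of 1.02 (standard error 0.37, edgeR FDR 0.043), and fell in no class. The paper counts ugt-60 and gpx-4 as high-confidence substrates; ugt-60 had a log2 fold change of 1.48 (standard error 0.48, edgeR FDR 0.138) in the mutants and was a Class II gene, and gpx-4 had 1.57 (standard error 0.58, edgeR FDR 0.070) in the SMG-2 IP over the negative control IP and was not SMG-2-associated.

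The paper describes the dpy-7 variant as detectable only in smg mutants; reads were counted on the dpy-7 intron in each N2 input (45, 55 and 9), though intron counts do not isolate the variant.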

Other observations

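After removal of the group means, 84.7% of the remaining variance of the 2000 most variable genes of the 9 inputs lay along 1 axis. Its extreme scores were those of smg-1 smg-2 input 3 (−0.7004) and N2 input 2 (−0.4513) at one end and smg-1 smg-2 input 2 (0.3736) and N2 input 3 (0.3123) at the other; with the group means removed, it cannot follow the contrast of the mutants with N2. If animals of different stages in the cultures were the cause, genes whose expression changes with stage would lie along it: 51.9% of 135 tested collagen, major sperm protein and vitellogenin genes were among the 500 genes with the largest loading, where 4.0% of all genes are (exact hypergeometric test, p = 2.1e-62). They were 28 of 28 major sperm protein genes, 40 of 104 collagen genes and 2 of 3 vitellogenin genes. Library size had a Spearman correlation of −0.55 with the axis over the 9 inputs, which did not pass the 0.05 threshold (exact permutation test, p = 0.133), and the Pearson correlation went from −0.53 to −0.16 without the 2 libraries farthest from the median size. The share of the 10 most counted genes had a Spearman correlation of 0.02. A mislabelled genotype would put N2 values among those of the mutants in the known substrates, of which 4 of 6 had every N2 input below every mutant input; the others, rsp-4 and rpl-1, were not increased in the mutants as a group. A difference in stage between cultures remains as a hypothesis, found and tested on the same data; a difference between sequencing or library batches cannot be separated from it, because the files analysed here record no batch.

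Other assignments of the libraries to groups were counted. Of 84 ways of choosing 6 of the 9 inputs as mutants, 1 gave as many increased genes, the real one, and the highest other gave 5. For decreased genes it was also 1 of 84, with 36 as the highest other, and for increased introns 1 of 84, with 0. For genes and introns enriched in the SMG-2 IP over the smg-1 input and over the negative control IP, 1 of the 10 splits of the 6 libraries gave as many, the real one, as it did for genes increased in smg-1 and in smg-1 smg-2. A share of 1 in 10 is the smallest such a design can give, so these results cannot be told apart from a chance assignment by this count alone. Between the mutants, and between the negative control IP and its input, 0 genes were past the thresholds, and all 10 splits gave as many. Over the increased genes tested in both mutants, the log2 fold changes against N2 in smg-1 and smg-1 smg-2 had a correlation of 0.951 (734 genes). Both share the N2 libraries and the genes were chosen as increased. Either can raise this correlation, so it does not decide how far the mutants agree.

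Class II genes tended to rise in the mutants below the thresholds, 82.9% having a positive log2 fold change against 35.1% of genes that were not SMG-2-associated, an odds ratio of 8.94. The Mantel-Haenszel odds ratio was 8.7 within deciles of expression level, 8.66 within deciles of gene length and 9.61 within deciles of GC content. Without pseudogenes the share was 82.0%, against 34.3%. A shift of the mutants along the main axis of the inputs was tested within deciles of loading on that axis, where the Mantel-Haenszel odds ratio was 9.67. With the axis as a covariate the share was 83.8%, against 35.7%, but the axis was made without group means and as a covariate is nearly unable to change the sign of this contrast, so this fit does not tell the pattern apart from the axis. The smg-1 inputs enter both the comparison with N2 and, as the denominator, that with the IP. Sharing them would work against a rise of enriched genes, so it could not have produced this pattern. With smg-1 smg-2 alone, whose inputs enter only the comparison with N2, the share was 84.9%, against 42.4%. The median log2 ratio of Class II genes to the N2 mean was above 0 in 6 of 6 mutant inputs. With the covariate fit and the shared inputs set aside, none of the other explanations tested accounted for the difference. Reads shared between paralogs and differences between sequencing batches were not tested, so the difference cannot be called biological on these data. A partial effect of NMD on the mRNAs of Class II genes remains as a hypothesis.

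Genes with a Class I intron had another number of introns in the newer annotation than in the authors' files in 28.7% of cases, against 23.3% of other genes (odds ratio 1.32, Fisher's exact test p = 5.2e-02). The Mantel-Haenszel odds ratio was 1.39 among genes of the same number of introns and 1.33 within quintiles of input counts. Since the odds ratio was below the limit of 1.5 set for these tests before any stratification, they do not decide between the explanations, and no biological explanation was tested.

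The share of pseudogenes depends on the annotation: in the paper's own Class I list, 189 genes are pseudogenes in release 115, where the paper states 131. This is consistent with pseudogene calls made after the authors' annotation, a prediction that was written only after that number had been seen. The other predictions were written before the result each test measures.

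The smg-1 gene, mutated in both mutant strains, rose from 89.3 ± 3.6 (SD, n = 3) CPM in N2 to 185 ± 11 (SD, n = 6) CPM in the mutants, a log2 fold change of 1.05 (standard error 0.1, edgeR FDR 1.8e-04), and its log2 fold change in the SMG-2 IP was 2.46 (standard error 0.17, edgeR FDR 2.6e-05) over the smg-1 input and 2.2 (standard error 0.17, edgeR FDR 4.1e-04) over the negative control IP, which places it in Class I. The smg-2 gene did not reach the expression minimum in the inputs.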
